# Larval application of sodium channel homologous dsRNA restores pyrethroid insecticide susceptibility in a resistant adult mosquito population

**DOI:** 10.1186/s13071-016-1634-y

**Published:** 2016-07-14

**Authors:** Ana Caroline Dalla Bona, Rodrigo Faitta Chitolina, Marise Lopes Fermino, Lisiane de Castro Poncio, Avital Weiss, José Bento Pereira Lima, Nitzan Paldi, Emerson Soares Bernardes, Jonathan Henen, Eyal Maori

**Keywords:** Insecticide resistance, Pyrethroids, Voltage-gated sodium channel, RNAi, *Aedes aegypti*, Mosquitoes

## Abstract

**Background:**

Mosquitoes host and pass on to humans a variety of disease-causing pathogens such as infectious viruses and other parasitic microorganisms. The emergence and spread of insecticide resistance is threatening the effectiveness of current control measures for common mosquito vector borne diseases, such as malaria, dengue and Zika. Therefore, the emerging resistance to the widely used pyrethroid insecticides is an alarming problem for public health. Herein we demonstrated the use of RNA interference (RNAi) to increase susceptibility of adult mosquitoes to a widely used pyrethroid insecticide.

**Methods:**

Experiments were performed on a field-collected pyrethroid resistant strain of *Ae. aegypti* (Rio de Janeiro; RJ). Larvae from the resistant *Ae. aegypti* population were soaked with double-stranded RNAs (dsRNAs) that correspond either to voltage-gate sodium channel (VGSC), P-glycoprotein, or P450 detoxification genes and reared to adulthood. Adult mortality rates in the presence of various Deltamethrin pyrethroid concentrations were used to assess mosquito insecticide susceptibility.

**Results:**

We characterized the RJ *Ae. aegypti* strain with regard to its level of resistance to a pyrethroid insecticide and found that it was approximately 6 times more resistant to Deltamethrin compared to the laboratory Rockefeller strain. The RJ strain displayed a higher frequency of Val1016Ile and Phe1534Cys substitutions of the VGSC gene. The resistant strain also displayed a higher basal expression level of VGSC compared to the Rockefeller strain. When dsRNA-treated mosquitoes were subjected to a standard pyrethroid contact bioassay, only dsRNA targeting VGSC increased the adult mortality of the pyrethroid resistant strain. The dsRNA treatment proved effective in increasing adult mosquito susceptibility over a range of pyrethroid concentrations and these results were associated with dsRNA-specific small interfering RNAs in treated adults, and the corresponding specific down regulation of VGSC gene expression level. Finally, we demonstrated that the efficiency of our approach was further improved by ‘tiling’ along the VGSC gene in order to identify the most potent dsRNA sequences.

**Conclusions:**

These results demonstrate that dsRNA applied to mosquito larvae retains its biological activity into adulthood. Thus, the RNAi system reported here could be a useful approach to control the widespread insecticide resistance in mosquitoes and other insect vectors of human diseases.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13071-016-1634-y) contains supplementary material, which is available to authorized users.

## Background

Mosquitoes are responsible for a huge detrimental impact on global public health. They are by far the deadliest animals to humans on the planet [1]. Approximately 3.3 to 3.6 billion people are at risk of being infected by dengue or malaria, with around 21,000 dengue related deaths and 600,000 malaria related deaths annually [2]. Vector control still constitutes the critical element in the current global strategies for the control of vector-borne diseases such as malaria, Yellow fever, filariasis, Japanese encephalitis, West Nile fever, Rift Valley fever, Saint Louis encephalitis, chikungunya, dengue and Zika [3]. The Zika virus belongs to the family Flaviviridae and is transmitted to humans by *Aedes aegypti* mosquitoes [4]. Zika virus infection in pregnant women has been associated with various embryonic defects and abortion. Recently, two independent studies demonstrated that Zika causes placental damage as well as fetal intrauterine growth restriction, microcephaly and death in mice [5, 6]. The expanding *Aedes aegypti* spread and the emerging Zika virus disease are of worldwide concern.

For controlling the Zika and dengue vector *Aedes* (*Stegomyia*) *aegypti* (Linnaeus, 1762), several different approaches have been recently developed, such as the use of transgenic mosquitoes and *Wolbachia*-infected mosquitoes [7]. However, the traditional methods, i.e. environmental sanitation measures and chemical control are still the most widely used. For dengue control, efficient programs against *Ae. aegypti* were implemented in the late 1940s and early 1950s, resulting in the elimination of this species in almost all of the Americas, including Brazil [8]. Indoor residual spraying (IRS) and pyrethroid impregnated bed-nets (ITN) both targeting the *Anopheles* vector, led to unprecedented success in malaria prevention in Africa, preventing hundreds of millions of malaria cases over the last decade [9]. Although this chemical control has proven effective, it is fickle. The intensive use of insecticides and the constant exposure to them is resulting in strong selection pressure and development of resistance [10]. Indeed, recent monitoring of malaria vectors showed that resistance levels are increasing, 53 countries reported resistance to at least one insecticide, and 41 countries reported resistance to two or more insecticide classes [2, 11].

There are four main groups of neurotoxic insecticides registered for use for public health purposes, but pyrethroids are considered the most effective and safest insecticide class to combat the adult vectors [12, 13]. All pyrethroids act on the same target protein, the voltage-gated sodium channel (VGSC). This adulticide keeps VGSC neuron membranes open, stimulating the nerve cells to produce repetitive discharges which eventually cause paralysis and mosquito death [14]. To date, two main mechanisms are involved in pyrethroid resistance: enhanced metabolic detoxification and target site insensitivity [15, 16]. Indeed, single amino acid substitutions resulting from mutations in the VGSC gene have been associated with target site insensitivity to this class of insecticides. In natural populations of *Ae. aegypti* the most common mutations associated with resistance are the V1016G, F1534C [10, 17–19] and in *Anopheles* sp. is the L1014F [20, 21].

Among the new approaches implemented for pest control, one of the most promising is RNA interference (RNAi). RNAi is an evolutionarily conserved regulatory mechanism found in almost all eukaryotic organisms, which downregulates gene expression in a sequence-specific manner. RNAi is induced by the presence of double-stranded RNA (dsRNA) that is then processed by Dicer into small interfering RNAs (siRNAs). Later, the siRNAs recruit and guide the RNA-induced silencing complex (RISC) to the complementary RNA sequence, which is then cleaved and degraded [22–25]. The recruitment of this mechanism has led to the development of new methods for insect pest control, manipulation of insect disease vectors and disease management of beneficial insects [26–33]. Importantly, large-scale field implementation of this technology has proven to be successful in honey bees [34].

In mosquitoes, dsRNA delivered to larvae, resulted in increased toxicity of the larvicide temephos [35]. Additionally, dsRNA fed directly to adults achieved a gene knockdown effect at 48 h post-feeding [36]. However, these findings were focused on delivering dsRNA and assessing gene silencing and related-phenotype in the same mosquito developmental stage. Recent observations suggest that RNAi triggered in mosquito larvae could be maintained until adulthood [37, 38]. Nevertheless, these studies did not establish molecular evidence for a RNAi mechanism that persists across developmental stages in mosquitoes.

Herein we describe a novel RNAi-based approach for vector control. Through treating *Ae. aegypti* mosquito larvae with dsRNA targeting the VGSC gene, we were able to induce and characterize long-lasting gene silencing, which persisted into the mosquito adult. Moreover, the treatment successfully restored pyrethroid susceptibility in a field-collected resistant strain of *Ae. aegypti*. This study shows that dsRNA delivered during the mosquito larval stage can be potentially useful in integrated vector control programs, by helping to break down the resistance of adult mosquitoes to the still widely used pyrethroid insecticides.

## Methods

### Mosquito populations

*Ae. aegypti* eggs of the Rockefeller strain (Rock), Rio de Janeiro strain (RJ, Nova Iguaçu, 23°S, 43°W) were obtained from the Laboratório de Fisiologia e Controle de Artrópodes Vetores of the Instituto Oswaldo Cruz (Rio de Janeiro). Adult mosquitoes were maintained as described by Rutledge et al. [39], with modifications. Briefly, mosquitoes were fed on a 10 % sugar solution and were reared at 26–28 °C, 70–80 % relative humidity and a 12:12 photoperiod. Adult females were fed with artificial feeders, using natural pork gut membrane and defibrinated sheep blood (Laborclin®).

### DsRNA synthesis

Total cDNA from *Ae. aegypti* adults was employed as the template for synthesis of dsRNA sequences using specific primers containing T7 promoter sequences. The dsRNAs were synthetized by in vitro transcription using Megascript RNAi kit (Ambion) according to the manufacturer’s instructions. Integrity and purity of dsRNA were verified by non-denaturing 1 % agarose gel electrophoresis, and concentration was determined spectrophotometrically. We produced one dsRNA sequence targeting the *Ae. aegypti* CYP9J26 gene [NCBI: XM_001649047.2, VectorBase: AAEL014609-RA], one targeting the CYP9J32 gene [NCBI: XM_001653404.2, VectorBase: AAEL008846-RA], one targeting P-glycoprotein gene [NCBI: XM_001654442.1, VectorBase: AAEL010379-RA], and sequences targeting the VGSC gene [NCBI: KC107440.1, VectorBase: AAEL006019-RD]: the VGSC_422_ dsRNA and 8 different tiling sequences (Tile 1, Tile 2, Tile 3, Tile 4, Tile 5, Tile 6, Tile 7 and Tile 8). 

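The region that the authors' coverage files give as homologous to the VGSC_422_ dsRNA runs from position 416 to position 837 of the 6321-nt VGSC mRNA, counted from 1 at its 5′ end, and has the same start and end as Tile 2. It lies between 6.58% and 13.2% of the mRNA length, in its 5′ part. In the assembly used for the files, positions 1 to 2794 of the mRNA lie on supercontig 1.312 and positions 2795 to 6321 on supercontig 1.186, and no genome coordinates were used here. With the exon table of Additional file 6 placed so that its exon 20 ends at the switch between the supercontigs, which adds 19 to its positions, exon 4 ends at position 542, exon 5 covers positions 543 to 671, exon 6 covers positions 672 to 763 and exon 7 starts at position 764, so that the region spans exons 4 to 7. With 19 added, the last exon of the table would end at position 6340, past the end of the mRNA, so this placement does not hold for the whole table. The 422-nt sequence has a GC content of 40.5% and reads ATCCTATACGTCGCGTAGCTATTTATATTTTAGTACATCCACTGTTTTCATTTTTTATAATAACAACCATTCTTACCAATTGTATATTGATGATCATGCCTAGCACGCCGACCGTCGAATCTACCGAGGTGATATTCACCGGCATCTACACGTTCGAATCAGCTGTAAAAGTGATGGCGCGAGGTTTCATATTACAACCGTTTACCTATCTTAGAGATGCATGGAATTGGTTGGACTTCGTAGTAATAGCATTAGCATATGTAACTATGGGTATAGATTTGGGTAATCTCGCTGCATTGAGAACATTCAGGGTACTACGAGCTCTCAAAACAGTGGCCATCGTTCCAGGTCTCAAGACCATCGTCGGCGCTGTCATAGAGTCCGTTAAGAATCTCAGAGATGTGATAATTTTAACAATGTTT in the files. Its first 20 nt are the forward primer of Tile 2, ATCCTATACGTCGCGTAGCT, which starts at position 416, and the reverse primer ACATTGTTAAAATTATCACATC ends at position 835. Of the 8 tiles, 6 had both primers at exactly the listed positions of the mRNA. The reverse primer of Tile 4 had no exact match in the mRNA sequence of the files. Together, the listed positions of the 8 tiles cover 2647 nt, or 41.9% of the mRNA.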

The primer sequences, as well as the position of each dsRNA in the VGSC gene are indicated in Additional file 1. Artificial dsRNA (Random-dsRNA) sequence, which has no perfect homology greater than 19 bp with the *Ae. aegypti* genome, was generated by “Random DNA Sequence Generator” (http://www.faculty.ucr.edu/~mmaduro/random.htm). The Random-dsRNA’s full sequence (357 bp excluding the T7 promoters) is shared in Additional file 2. 

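The Random-dsRNA sequence printed in Additional file 2 has 358 nt and a GC content of 51.4%. Searched on both strands against the VGSC mRNA sequence of the coverage files, its longest exact match was 10 nt long, at positions 4051 to 4060 of the mRNA. Within the 422-nt region homologous to the VGSC_422_ dsRNA, the longest exact match was 8 nt. The rest of the genome was not searched here.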

Additional dsRNA (Random, VGSC_422_ and VGSC_T6_) was purchased from AgroRNA.

### DsRNA soaking assay

For each treatment, 100 third instar larvae were placed inside a 50 ml plastic cup with 50 μl of autoclaved food solution (6 g/100 ml – 40 % cat food, 40 % rabbit food, 10 % yeast, 10 % fish flakes) and the desired amount of indicated dsRNA ranging from 0.05 to 0.5 μg/μl in a total of 3 ml autoclaved water. The untreated group was kept in 3 ml autoclaved water as the control group. One hundred third instar larvae were soaked for 24 h and after that transferred to a new tray with 1 l of aged water. Larvae were allowed to develop until they became adults. All procedures and larval development were performed at 26–28 °C. Adult females were used in the adulticide bioassays as described below.

### Pyrethroid bioassays

Deltamethrin (PESTANAL®; Sigma-Aldrich) diluted in acetone was used in the adulticide bioassays, performed as previously described [40]. Bottles with acetone only served as a control. The resistance status of the RJ population (without dsRNA treatment of larvae) was measured and compared to the Rock strain using qualitative assays (diagnostic dose: 2 μg/ml; diagnostic time: 30 min). The knockdown effect was evaluated after 24 h into the pyrethroid bioassay. Populations with a mortality rate above 98 % were considered susceptible; whereas populations with mortality rates below 80 % were considered resistant. Populations with mortality rates between 80 and 98 % were considered populations with modifications in susceptibility [41].

For the quantitative bioassays, female adults (with dsRNA treatment of larval stage) were exposed for 30 min at different deltamethrin concentrations, ranging from 0 to 2 μg/ml, or at the indicated concentration. Three to four bottles (250 ml) were impregnated with each insecticide concentration. For each bottle, 10 to 15 unfed females (5–7 day-old maximum) were used. Females (live and dead) were immediately collected following the bioassays. After flash freezing, samples were stored at -80 °C for analysis of gene silencing.

### Mating assay and F1 generation effect

Third instar larvae were treated with VGSC dsRNA or left untreated and grown until the pupal stage where the pupae were separated by sex within each treatment. The sex separation was performed at the pupal stage in order to ensure that all the females remain virgin. After their emergence, the adults were crossed as follows: X1 males untreated (water) crossed with females untreated (water); X2 males treated with dsRNA VGSC crossed with females treated with dsRNA VGSC; X3 males treated with dsRNA VGSC crossed with females untreated (water); X4 males untreated (water) crossed with females treated with dsRNA VGSC. After mating, the females within each crossing were blood fed and allowed to lay their eggs. These eggs (F1 generation) were grown until the adult stage and then were used for the pyrethroid bioassay.

### Genotyping assays

Individual mosquitoes from either RJ or Rock strain were genotyped at position 1016 and 1534 of the genomic DNA using allele-specific PCR (AS-PCR). Following DNA extraction, PCR reactions were performed using GoTaq® Green Mastermix (Promega Corporation), 100 ng genomic DNA, 0.24 μM of the reverse primer and 0.12 μM of each one of the forward primer with a final volume of 12.5 μl. The amplification reactions were performed according to reference [42]. The sequences of primers used were described by Linss et al. [10] and are shown in Additional file 3.

The amplified alleles were analyzed on a 10 % polyacrylamide gel. For the mutation Val1016Ile, a 78 bp band refers to the mutant allele (1016Ile) and a band with 98 bp represents the wild type allele (1016Val). For the mutation Phe1534Cys, the 110 bp band is in linkage with the mutant allele (1534Cys) and the 90 bp band is linked to the wild type allele (1534Phe).

### Reverse transcription and relative mRNA quantification

VGSC expression levels were measured using Real time PCR following the 2^-ΔΔCT^ method [43]. Total RNA was extracted using TRIzol reagent (Invitrogen Life Technologies, Carlsbad, CA, USA), according to the manufacturer’s instructions. cDNA synthesis was performed in a final volume of 20 μl, using ImProm-II Reverse Transcriptase (Promega Corporation, Madison, WI, USA). The reaction mixture contained 2 μg of total RNA, 20 pmol of oligo dT primer (Invitrogen Life Technologies, Carlsbad, CA, USA), 40 U of RNAsin, 1 mM of dNTP mix, and 1 U of reverse transcriptase. PCR amplification and analysis were achieved using an ABI Prism 7500 sequence detector (Applied Biosystems, Foster City, CA, USA). All reactions were performed with SYBR Green PCR Master Mix (Applied Biosystems) using a 10 μl final volume in each reaction, which contained 1 μl of template cDNA, 2.5 pmol of each primer and 5 μl of SYBR Green. The cycles were processed according to the manufacturer’s instructions. Each sample was tested in duplicate and all quantifications were normalized using α-tubulin as the endogenous control. The primers used for all PCR amplifications are described in Additional file 1.

Alternatively, mRNA quantification was determined using the QuantiGene Plex 2.0 branched DNA assay. Briefly, total RNA from each sample (400 ng) was analyzed by using a Bio-Plex 200 system array reader with Luminex 100 X-MAP technology, and data was acquired and analyzed by using Bio-Plex Data Manager 5.0 software (Bio-Rad Laboratories, Hercules, CA). Individual bead-based probe sets specific to the VGSC gene and the endogenous control gene S7 were designed by Affymetrix and are available in the company’s website. Assays were performed as recommended by the manufacturer. Data are shown as relative light units specific to mRNA expression, with normalization to levels of the endogenous control gene.

### Small RNA sequencing

Total RNA was extracted from a pool of 5 mosquitoes treated with Random or VGSC_422_ dsRNAs, using the Direct-zol™ RNA MiniPrep (Zymo Research), following the manufacturer’s instructions. RNA quality was verified using Agilent Total RNA Nano chip on Bioanalyzer 2100 instrument, and the quantification of total RNA for small RNA library preparation was performed using Qubit RNA BR Assay fluorimetric method (Invitrogen, USA).

One microgram (μg) RNA was used to generate a small RNA sequencing library using the TruSeq Small RNA Sample Prep Kit 7A (Illumina, USA), according to the manufacturer’s instructions. Briefly, T4 RNA ligase and T4 RNA ligase 2 Deletion mutant (Epicentre part #LR2D1132K, USA) were used to ligate RA5 and RA3 oligonucleotides to the 5′ and 3′ ends of the RNA, respectively. Adapter-ligated RNA was reverse-transcribed using a RTP primer and the resulting cDNA was amplified in an 11-cycle PCR that used RP1 and indexed RP1 primers. PCR products of 140–160 bp were isolated following electrophoresis through a 4 % agarose gel (Promega). Quality of the generated small RNA sequencing library was confirmed using Agilent High Sensitivity D1000 Screen Tape on TapeStation 2200 instrument. Sequencing was performed in a Hiseq 2500 (Illumina, USA) instrument, in a 100 bp single-end read run using HiSeq SBS clustering and sequencing kit v3-HS. Base-calling and generation of raw, de-multiplexed sequencing data in FASTQ format, was performed using BaseSpace (Illumina, USA) platform.

### Processing and analyses of RNA sequencing data

#### Mapping

Illumina Truseq small RNA 3′ adapters were trimmed using cutadapt [44] version 1.2.1. Untrimmed reads were discarded from the analysis. RNA-seq data were aligned to a broad institute assembly of *Ae. aegypti* genome [45] using STAR, an RNA-seq specific aligner, version 2.4.2a [46]; parameters were set for small RNA’s alignment: _outFilterMismatchNoverLmax = 0.05, outFilterMatchNmin = 16,_outFilterScoreMinOverLread = 0, outFilterMatchNminOverLread = 0, alignIntronMax = 1. Reads that were uniquely mapped to the VGSC gene were subjected to further downstream analysis.

#### Counting and normalization

The number of reads associated with each position along the silencing region and along the entire sodium channel mRNA were counted using coverageBed (bedtools version 2.17.0). Raw read counts were normalized to one million mapped reads per sample (i.e. RPM).

### Statistical analysis

Statistical analysis was performed with GraphPad prism 6.0 (GraphPad Software Inc,San Diego, CA). The corresponding tests performed are indicated in the legend of each figure.

## Results

### Characterization of pyrethroid resistance based on biological assays and molecular analysis of mutations in the VGSC

In order to check the resistance status of the RJ population, we performed a pyrethroid qualitative bioassay and found that the RJ population showed pyrethroid-induced mortality with a mean of 64 % at the diagnostic dose and time (2 μg/ml; 30 min), compared to the susceptible Rock strain, in which 100 % of the mosquitoes were already dead (Fig. 1a). This classifies the population as resistant to pyrethroids according to the WHO guidelines [41]. Moreover, we characterized the population at a molecular level through an AS-PCR which revealed that for the RJ population both mutations that are associated with pyrethroid resistance [10], Val1016Ile and Phe1534Cys, exist within the population (Fig. 1b). For the mutation Val1016Ile 45 individuals were analyzed and the resistance genotype Ile/Ile is present in 49 % of the population, reaching an allelic frequency of *f(Ile) =* 0.59. With the second mutation evaluated, Phe1534Cys 40 individuals were analyzed and 60 % of the population is characterized as having a resistance genotype Cys/Cys (*n* = 40 individuals) reaching a mutant allelic frequency of 77 % (*f(Ile) =* 0.77). The Rock strain proved to have a dominant homozygous genotype for both mutations (Additional file 4).

**Fig. 1:**
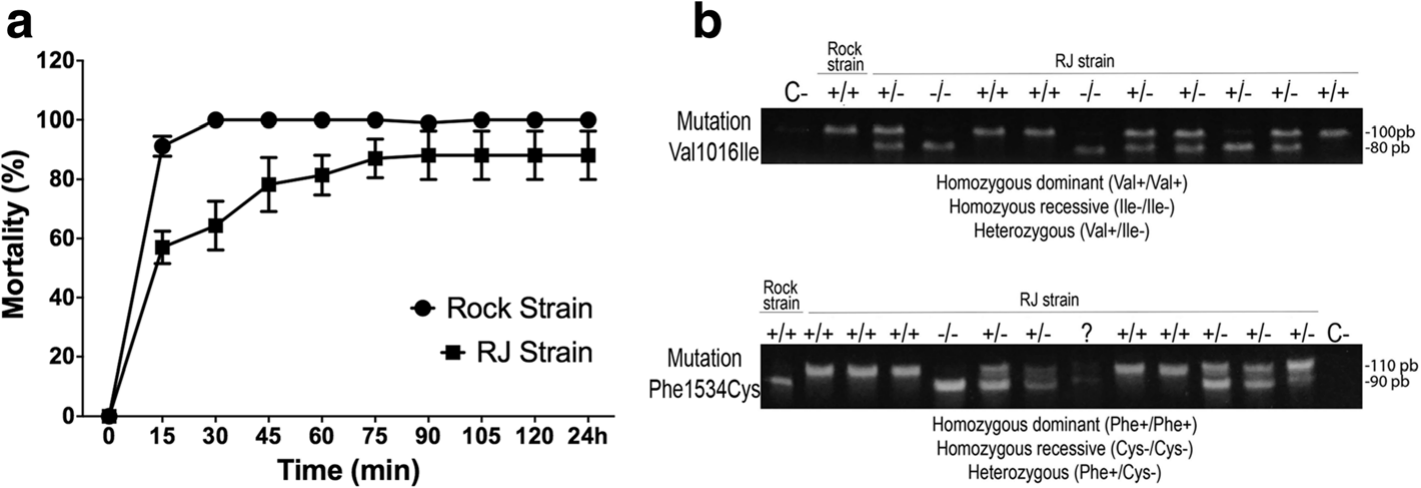
Characterization of pyrethroid resistance of two *Ae. aegypti* strains. **a** Five day-old *Ae. aegypti* female mosquitoes of the insecticide-susceptible ‘Rockefeller’ strain (Rock) and of the insecticide-resistant ‘Rio de Janeiro’ strain (RJ) were exposed to deltamethrin for up to 24 h and the percentage of mortality is shown. Data represent mean values of three experiments performed in triplicate ± standard deviation (SD). **b** Allele specific PCRs for genotyping *kdr* mutations were performed on adult *Ae. aegypti* mosquitoes from the RJ strain. Upper and lower panels represent reactions for the 1016 and 1534 mutation sites, respectively. In the upper panel, amplicons of approximately 80 and 100 bp correspond to alleles 1016 Val^+^ and 1016 Ile^*-*^, respectively. In the lower panel, amplicons of 90 and 110 bp correspond to alleles 1534 Phe^+^ and 1534 Cys^*-*^, respectively. Mosquitoes of the Rockefeller strain were used as positive homozygous dominant control for both mutation sites. C-: no template negative control

Based on WHO guidelines, the biological assay and the molecular analysis classifies the RJ field population as resistant to pyrethroid, whereas the Rock population is susceptible.

### Soaking larvae with specific VGSC dsRNA results in gene silencing and increased pyrethroid susceptibility

Pyrethroid resistance has been related to both metabolic and target site resistance mechanisms [18, 47]. Therefore, with the aim of increasing pyrethroid toxicity, we screened four different dsRNA molecules, targeting genes associated with insecticide detoxification or target site insensitivity, including: a) *P-glycoprotein* gene (PgP), which is related to a transmembrane protein of xenobiotic efflux [35]; b) ’*CYP9J26’* and c) ‘*CYP9J32’*, both associated with insecticide detoxification through the cytochrome P450 pathway [48] and d) *VGS*C, that codes the transmembrane protein which harbors the target site of the pyrethroid adulticides [49]. After the dsRNA treatment followed by the pyrethroid bioassay, we found that the VGSC_422_ dsRNA treatment increased the mortality of the RJ strain by about 50 % compared to untreated mosquitoes (Fig. 2a). The other treatments did not have any significant effect on mosquito sensitivity to the pyrethroid although dsRNAs corresponding to Pgp and CYP9J26 triggered gene silencing in the adult stage (Additional file 5). As the VGSC_422_ dsRNA is homologous to the VGSC gene, we checked the VGSC mRNA expression level in both resistant and susceptible populations in all developmental stages. We found that the RJ population has an increased expression of this gene in the adult stage, compared to the Rock population (Fig. 2b). Due to the high dose of dsRNA used to treat the larvae (0.5 μg/μl), we repeated the soaking experiment with decreased dsRNA amounts. This was done to check if the same phenotype of increased pyrethroid-driven mortality would be consistent at lower dsRNA concentrations (0.1 and 0.05 μg/μl), but no statistically significant phenotypic effect was observed (Fig. 2c). As only 0.5 μg/μl VGSC_422_ dsRNA showed a phenotype, we assayed its target gene expression in dsRNA-treated larvae and adults. We found gene silencing of the VGSC not only in the treated larvae, but also in adults (Fig. 2d and e).

**Fig. 2:**
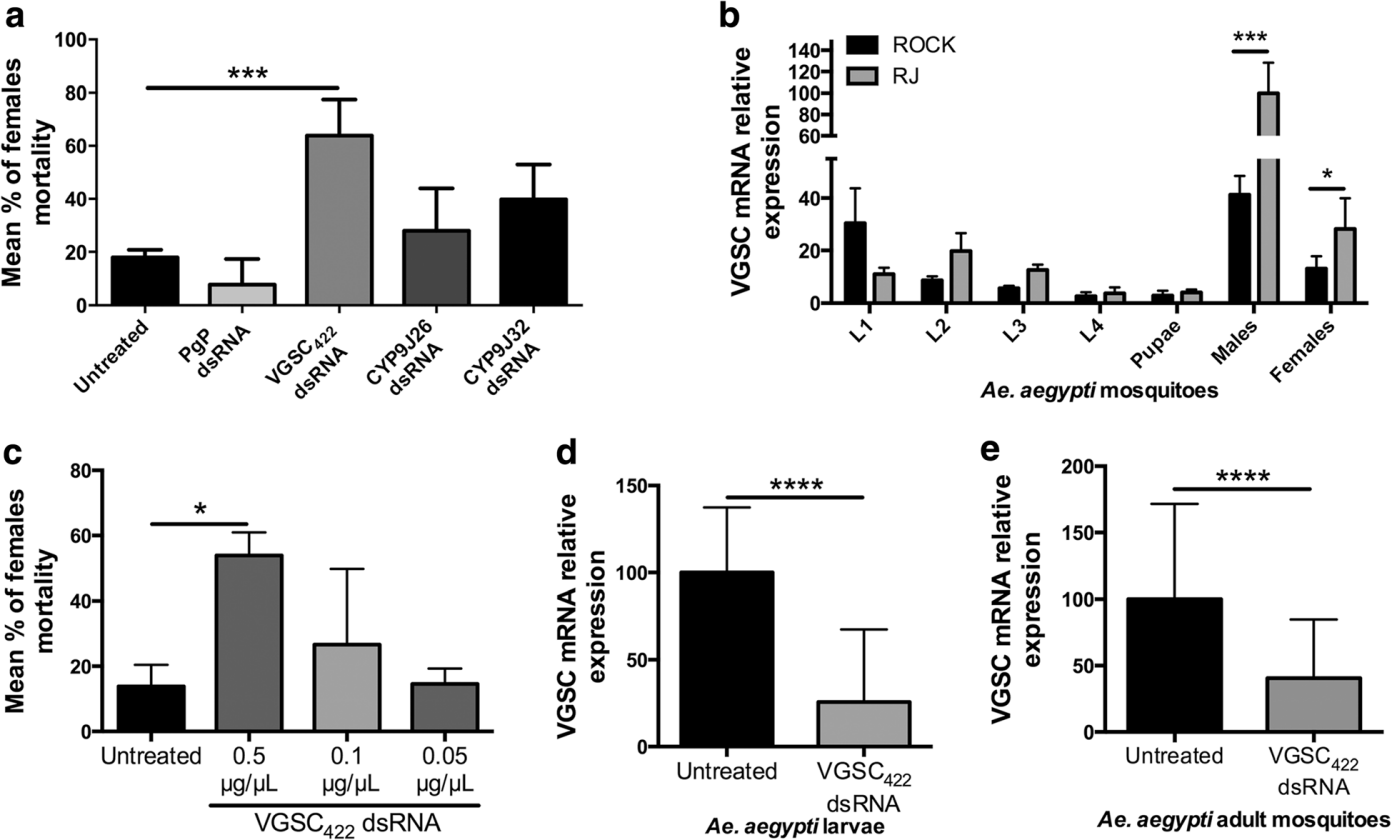
Silencing of the *Ae. aegypti* (RJ strain) VGSC results in increased susceptibility to a pyrethroid insecticide. **a** Mortality percentage in *Ae. aegypti* adults from RJ strain (after dsRNA treatment in larval stage) after 30 min of exposure to deltamethrin. Third-instar larvae were soaked in water (untreated) or in dsRNA corresponding to the VGSC (VGSC_422_ dsRNA), P-glycoprotein (PgP dsRNA) and P450 enzymes (CYP9J26, CYP9J32). Data are shown as the mean ± standard deviation of four replicates. Statistics: One-way Anova, followed by Tukey’s multiple comparisons test. **b** Comparative VGSC gene expression analysis between different developmental stages of Rock and RJ strains. Data are shown as the mean ± SD of 6 replicates. Statistics: Multiple *t*-test. **c** *Ae. aegypti* RJ strain larvae were soaked as described in **a**, but using three different concentrations of VGSC_422_, as indicated. Statistics: One-way Anova followed by Tukey’s multiple comparison test. **d** VGSC gene expression level was determined by quantitative RT-PCR (qRT-PCR) and performed on untreated or dsRNA-VGSC_422_ treated (0.5 μg/μL) *Ae. aegypti* RJ 4^th^ instar larvae. Data are shown as the mean ± SD of 6 experiments performed in triplicate. Statistics: *t*-test. **e** VGSC gene expression level was determined by qRT-PCR and performed on untreated or dsRNA-VGSC_422_ treated (0.5 μg/μl) *Ae. aegypti* RJ adults. Data are shown as the mean ± SD of 8 experiments performed in triplicate. Statistics: *t*-test. *P < 0.01, ***P < 0.0001; ****P < 0.00001

To further check efficacy and specificity of the VGSC_422_ dsRNA, we then performed a bioassay at different pyrethroid concentrations. VGSC_422_ dsRNA showed increased mortality of 15–35 % in the adults, compared with both untreated (water) and random dsRNA-treated mosquitoes (dsRNA with no homology to the mosquito genome). This difference in mortality rate is statistically significant at 0.5, 1.0 and 2.0 μg/ml of deltamethrin-impregnated bottles (Fig. 3a). Again, this consistent biological effect of increased mortality was linked to VGSC gene silencing assayed in adult mosquitoes and demonstrated by the Quantigene analysis; VGSC_422_ dsRNA applied to the larvae resulted in specific down regulation of the VGSC gene transcript in adult mosquitoes compared to a random dsRNA sequence, proving a specific action of the VGSC_422_ dsRNA molecule (Fig. 3b).

**Fig. 3:**
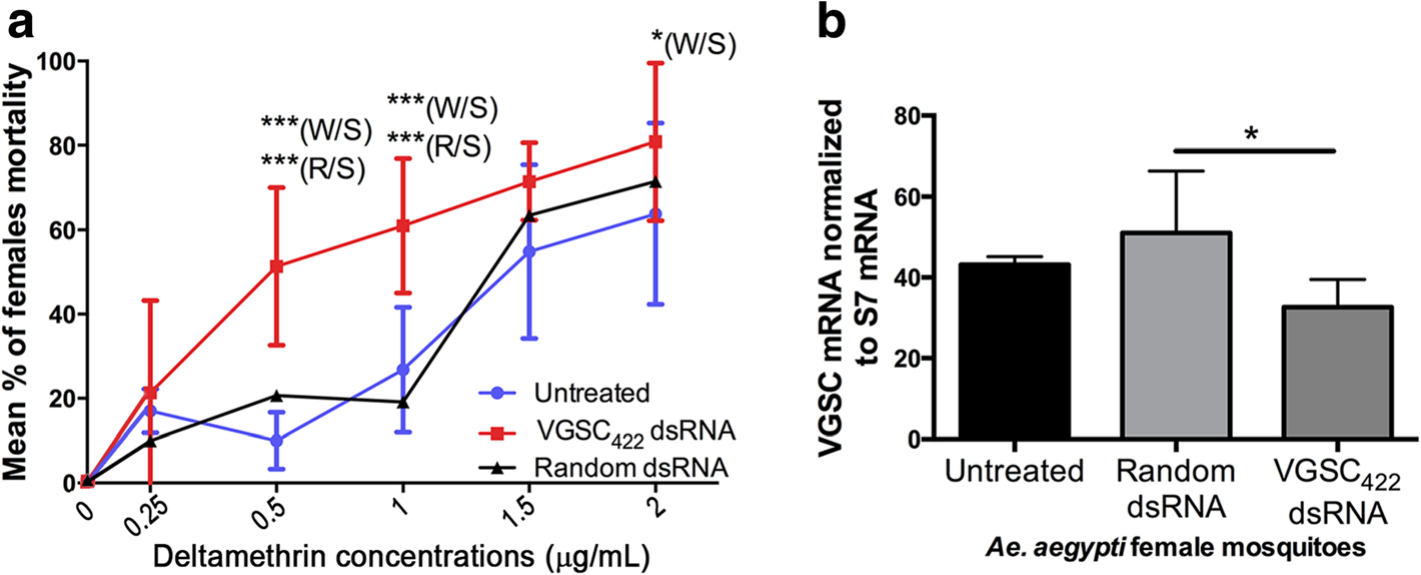
Soaking *Ae. aegypti* larvae with dsRNA-VGSC_422_ increases adult susceptibility to different concentrations of Deltamethrin. **a** Mortality percentage in 5 day-old *Ae. aegypti* adults from RJ strain (after dsRNA treatment in 3rd-instar larval stage - 0.5 μg/μl) at different Deltamethrin pyrethroid concentrations, after 30 min exposure. Data are shown as the mean ± standard deviation of four replicates, and 3 independent experiments were performed. Statistics: Two-way Anova followed by Bonferroni multiple comparison test. **b** Five day-old adult females (three replicates with 5 mosquitoes each) previously soaked with VGSC_422_ dsRNA, Random dsRNA or only water (untreated) were analyzed for VGSC mRNA expression levels using the Quantigene method. Final dsRNA soaking concentration: 0.5 μg/μl. Statistics: One-way Anova followed by Tukey’s multiple comparisons test. *P < 0.01, ***P < 0.0001. W: water (untreated); R: dsRNA random-treated; S: dsRNA VGSC_422_-treated

### Adult mosquitoes treated with VGSC_422_-dsRNA during the larval stage carry a siRNA population that corresponds only to the dsRNA target sequence

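Small RNA libraries are made from RNA molecules in the size range in which the siRNAs cut by Dicer from a dsRNA are found. Each of the 2 treatments, VGSC_422_ dsRNA and Random dsRNA, was represented by 1 library from a pool of 5 adult females soaked as larvae at 0.5 μg/μl, so no difference between the libraries has a replicate check. The paper gives the age of the adults as 5 days, and the sample labels give a time of 10 days after the treatment. The authors trimmed adapters, aligned the reads to the genome, kept reads mapped uniquely to the VGSC gene and deposited, for each position of the VGSC mRNA and each strand, the number of reads covering it and that number per 1000000 mapped reads (RPM). A read is therefore counted at every position it covers. The VGSC_422_ library had 8152764 uniquely mapped reads and the Random library had 8118162. In every row the deposited RPM was the read count scaled by this total, so 1 read is worth 0.123 RPM in either library, and the smallest value taken as detectable, 3 reads, is 0.368 RPM in the VGSC_422_ library and 0.370 RPM in the Random library. Values were given for 6320 of the 6321 positions, without position 1037. The values were used here as deposited, with reverse-strand RPM taken without the minus sign used for plotting. Ratios between the libraries carry 95% intervals (exact, Clopper-Pearson) from the reads alone. These cover counting error only, since reads amplified by PCR are not independent molecules, and they compare these 2 libraries, not the treatments in general.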

In order to identify the presence of VGSC-specific siRNAs in adult mosquitoes previously soaked in VGSC_422_ dsRNA, we prepared and sequenced small-RNA libraries from a pool of individuals treated by VGSC_422_-dsRNA or random-dsRNA. An average of 18,059,680 single-end 100-bp reads were generated per sample, and after performing the quality filter, the small-RNA sequence reads were aligned to the *Ae. aegypti* genome. The analysis of small-libraries constructed from VGSC_422_ dsRNA-treated mosquitoes revealed up to a 50.6-fold increase of small-RNA reads matching the 3′-position of the positive- and negative-sense RNA strands inside the VGSC full mRNA region compared with the Random dsRNA-treated mosquitoes, which corresponds to the 422 bp VGSC_422_ dsRNA homologous site (Fig. 4a). 

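Inside the dsRNA-homologous region, the forward (sense) strand of the VGSC_422_ library reached its highest value at position 525, with 49.9 RPM (407 reads) against 2.22 RPM (18 reads) in the Random library, a 22.5-fold difference (95% interval 14.1 to 38.4). On the reverse (antisense) strand the highest value was 26.0 RPM (212 reads) at position 780, against 1.35 RPM (11 reads), a 19.2-fold difference (95% interval 10.5 to 39.0). Among positions with at least 10 RPM in the VGSC_422_ library, the largest ratio on the forward strand was 41.8-fold at position 748 (126 reads against 3, 95% interval 14.0 to 206) and the largest on the reverse strand was 93.6-fold at position 576 (94 reads against 1, 95% interval 16.4 to 3736). The wide intervals follow from the few reads of the Random library at these positions. The median ratio over such positions was 20.5-fold on the forward strand (114 positions) and 19.9-fold on the reverse strand (141 positions). These positions were chosen by their value in the VGSC_422_ library, which raises the ratio. Summed over the whole region and both strands, the increase was 15.9-fold (95% interval 13.5 to 19.0, with reads estimated as the summed coverage divided by 22), with 16.5-fold on the forward and 15.4-fold on the reverse strand. The largest ratio moved most among the alternatives set before the data were examined when the highest value of each library was compared wherever it lay, which gave 21.3-fold. In the VGSC_422_ library 50.8% of the signal in the region was antisense (95% interval 48.7 to 52.8, Wilson, from the same estimate of reads). From the increase on both strands at the site homologous to the dsRNA, the paper states that adults soaked as larvae carry siRNAs that correspond to the dsRNA target sequence.

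**Figure D1:**
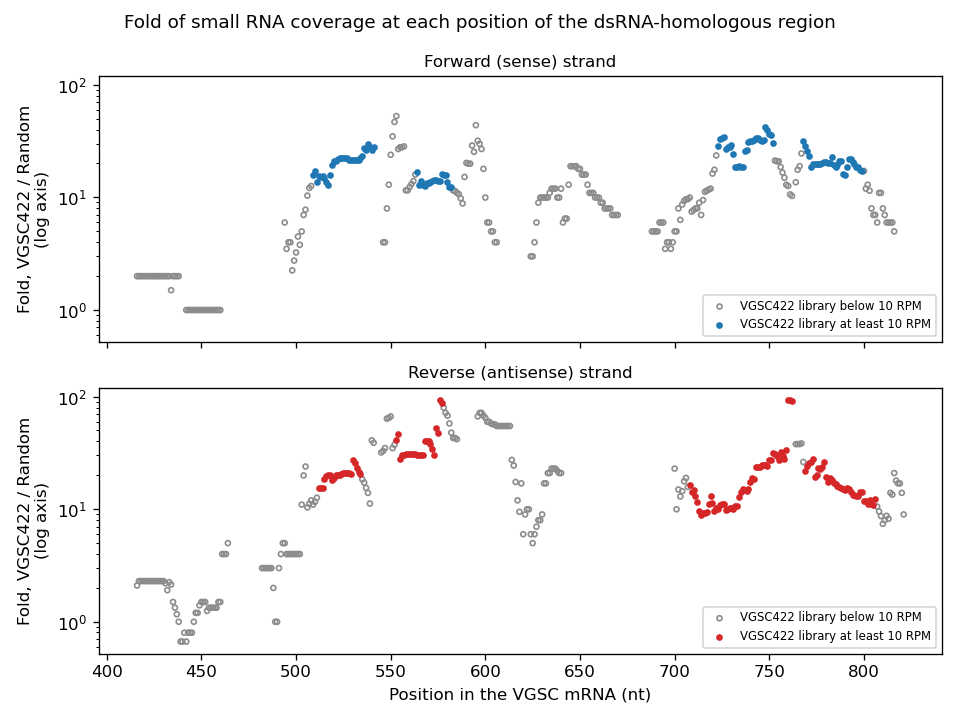
Ratio of the RPM of the VGSC_422_ library to that of the Random library (log axis) against the position in the VGSC mRNA (nt), for the forward strand (upper panel) and the reverse strand (lower panel). Each point is 1 position. Filled points have at least 10 RPM in the VGSC_422_ library and open circles less, and positions with no reads in the Random library or none in the VGSC_422_ library are not drawn. The filled points have medians of 20.5 and 19.9, and the highest is 93.6 at position 576 on the reverse strand.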

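Outside positions 416 to 837, no position of either library reached 10 RPM, the level the paper counts as expressed. In the VGSC_422_ library 0.178% of the VGSC mRNA signal lay outside (95% interval 0.0683 to 0.450, Wilson), and in the Random library 32.2% (95% interval 26.1 to 38.7). The highest value outside was at position 415 in both libraries, directly before the region. There the reverse strand had 2.58 RPM (21 reads) in the VGSC_422_ library and 1.23 RPM (10 reads) in the Random library, and the forward strand had 0.859 RPM (7 reads) and 0.616 RPM (5 reads). Away from that position, the VGSC_422_ library had 1 block of sense coverage, at positions 1 to 11 with 1 read, and 2 blocks of antisense coverage, at positions 937 to 954 with at most 2 reads and at positions 1808 to 1824 with 1 read. All 3 lie below the 3 reads taken as detectable. The Random library had 33 sense blocks, 18 to 62 positions long, and 8 antisense blocks, 7 to 29 positions long. Its highest sense block, at positions 5593 to 5622, and its highest antisense block, at positions 938 to 954, each reached 4 reads (0.493 RPM). All its other blocks held 1 or 2 reads and also lay below the 3 reads taken as detectable.

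**Figure D2:**
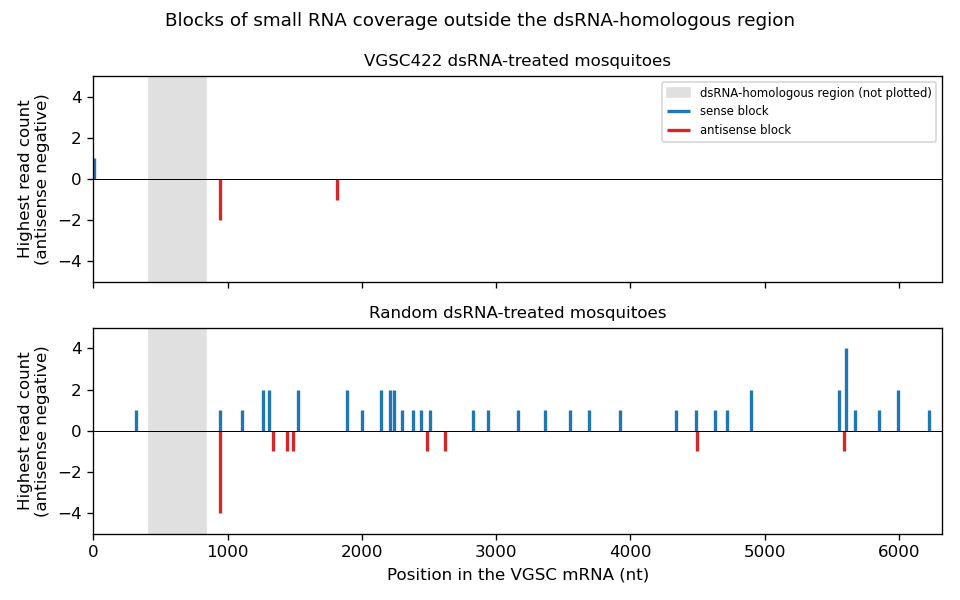
Highest number of reads in each block of coverage outside the dsRNA-homologous region, against the position in the VGSC mRNA (nt), in the VGSC_422_ library (upper panel) and the Random library (lower panel). Sense blocks point up (blue) and antisense blocks down (red). The grey band is positions 416 to 837, and position 415 is left out. The upper panel has 3 blocks in all, and the lower has 33 sense and 8 antisense blocks of at most 4 reads.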

Importantly, no siRNAs were found outside of the dsRNA-homologous region. The non-appearance of secondary siRNAs indicates that transitive RNAi does not occur in mosquitoes. This observation is consistent with the absence of RNA-dependent RNA polymerases in mosquitoes [50, 51]. 

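Secondary siRNAs made by copying the target mRNA would lie on the antisense strand beside the dsRNA-homologous region. In the VGSC_422_ library the 414 positions from the 5′ end of the mRNA to position 414 had no antisense read, and the 5483 positions downstream of the region had a mean antisense coverage of 0.00112 RPM, against 7.39 RPM per position inside the region. In the Random library the mean antisense coverage was 0.00485 RPM downstream and 0.478 RPM inside the region. In the VGSC_422_ library an antisense signal below 0.368 RPM, or 3 reads, at a position was not taken as detectable. The downstream coverage came from 2 blocks of at most 2 reads, below that level, so a weak signal is not excluded. The higher of these blocks, at positions 937 to 954, overlapped an antisense block of the Random library with 4 reads. Coverage there was therefore not particular to the VGSC_422_ library. From the absence of siRNAs outside the region, the paper reasons that transitive RNAi, the spread of silencing through newly copied RNA, does not occur in mosquitoes, and it relates this to their lack of RNA-dependent RNA polymerases.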

We also analyzed the size distribution of small RNAs inside the dsRNA-homologous region. As depicted in Fig. 4b, these small RNAs comprised an enriched population of 22 nucleotide length perfectly matching the dsRNA.

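The deposited size distribution of the VGSC_422_ library gives the number of reads at each length from 19 to 28 nt, 6249562 reads in all. The most frequent length was 22 nt, with 2903473 reads or 46.5% (95% interval 46.4 to 46.5, Wilson). Reads of 23 nt made up 17.9% and reads of 21 nt 7.15%, so 22-nt reads were 6.49 times as frequent as 21-nt reads and 2.59 times as frequent as 23-nt reads. A second, lower peak lay at 27 nt with 8.69%, and reads of 28 nt made up 7.50%. Among lengths from 20 to 24 nt, the share of 22-nt reads was 60.1%. The total equals 76.7% of the uniquely mapped reads of the library. The coverage of the dsRNA-homologous region sums to 50043 over both strands, so that even at 1 position per read the region holds at most 50043 reads, or 0.801% of the reads in the size distribution.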

**Fig. 4:**
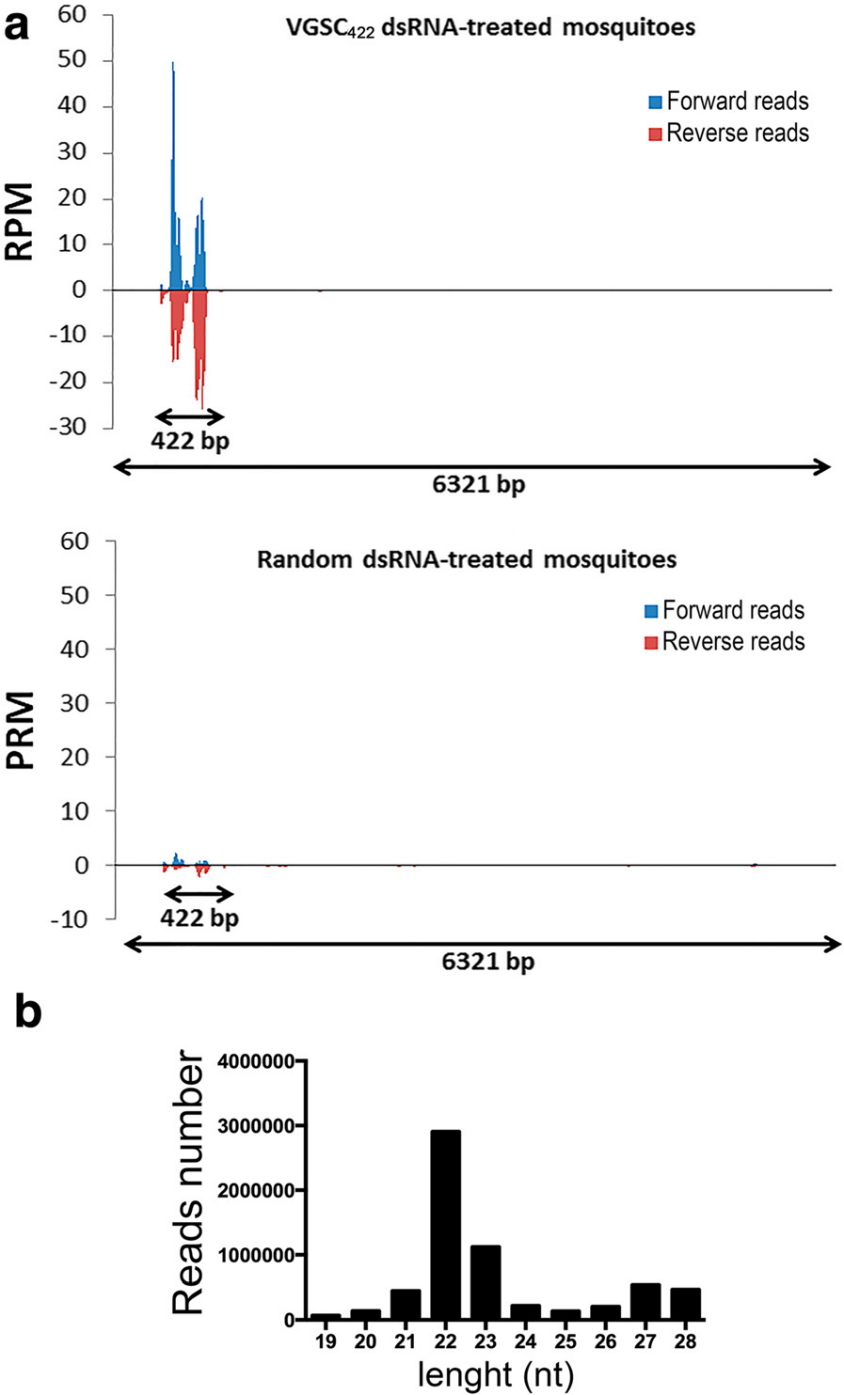
VGSC small RNAs persist until the adult stage of *Ae. aegypti* treated by dsRNA-VGSC during larval stage. **a** Small RNA libraries were constructed from 5 day-old adult mosquitoes previously soaked in VGSC_422_ dsRNA or Random dsRNA (0.5 μg/μl) and sequenced using Hiseq 2500. Data are presented as the number of reads normalized to one million mapped reads per sample (RPM). Forward strand (sense) reads are positive RPM values (depicted in *blue*); reverse strand (anti-sense) reads are in negative RPM values (depicted in *red*). Positions for which RPM values are > = 10 RPM were considered expressed. **b** Size distribution of small RNAs matching the VGSC422 transcript (Accession no. KC107440.1). nt: nucleotides

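With the 10 RPM limit, 114 forward-strand and 141 reverse-strand positions of the VGSC_422_ library counted as expressed, all of them inside the dsRNA-homologous region, out of 422 positions on each strand. In the Random library no position did, and its highest values were 2.34 RPM (19 reads) at position 517 on the forward strand and 2.34 RPM (19 reads) at position 731 on the reverse strand, both inside the region. At a limit of 5 RPM the VGSC_422_ library had 160 forward and 210 reverse positions. At 1 RPM it had 258 and 288, and the Random library had 38 and 70 inside the region. Positions 542, 671 and 763 had no reads on either strand in either library, although the VGSC_422_ library had 179, 8 and 123 reads at the positions just before them.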

### Targeting different sequences (‘tiling’) along the sodium channel gene generated a refined dsRNA with a greater pyrethroid efficacy

After proving that the VGSC_422_ dsRNA treatment to larvae results in greater sensitivity to the pyrethroid adulticide through specific gene silencing, we directed our efforts to try to detect a dsRNA sequence that would result in an improved mortality phenotype. This would manifest as either increased mortality at the concentration previously used, or by reduction of the dsRNA concentration required to achieve a similar effect. To do so, we produced eight different but overlapping dsRNAs corresponding to the VGSC gene, named ‘Tile 1’ through ‘Tile 8’. The dsRNA tiles covered approximately half of the entire VGSC gene, and six of them are homologous to all the six transcript variants of VGSC annotated in this work and others (Fig. 5a, Additional file 6). Each tile was then used for the soaking procedure at a final concentration of 0.17 μg/μl, three times lower than the standard assay, and the females that emerged were subjected to the pyrethroid bioassay. Each tile sequence had a different effect on total mortality (Additional file 7). Four tiles out of eight that induced higher mortality rates in the initial screen were selected and compared to mosquitoes treated with Random dsRNA (Fig. 5b). From these four different sequences, the ‘Tile 6’ (VGSC_T6_) proved to be the most potent dsRNA due to the increased mortality rate and the concentration used compared with the random control (Fig. 5c) and the VGSC_422_ dsRNA (Fig. 2c).

**Fig. 5:**
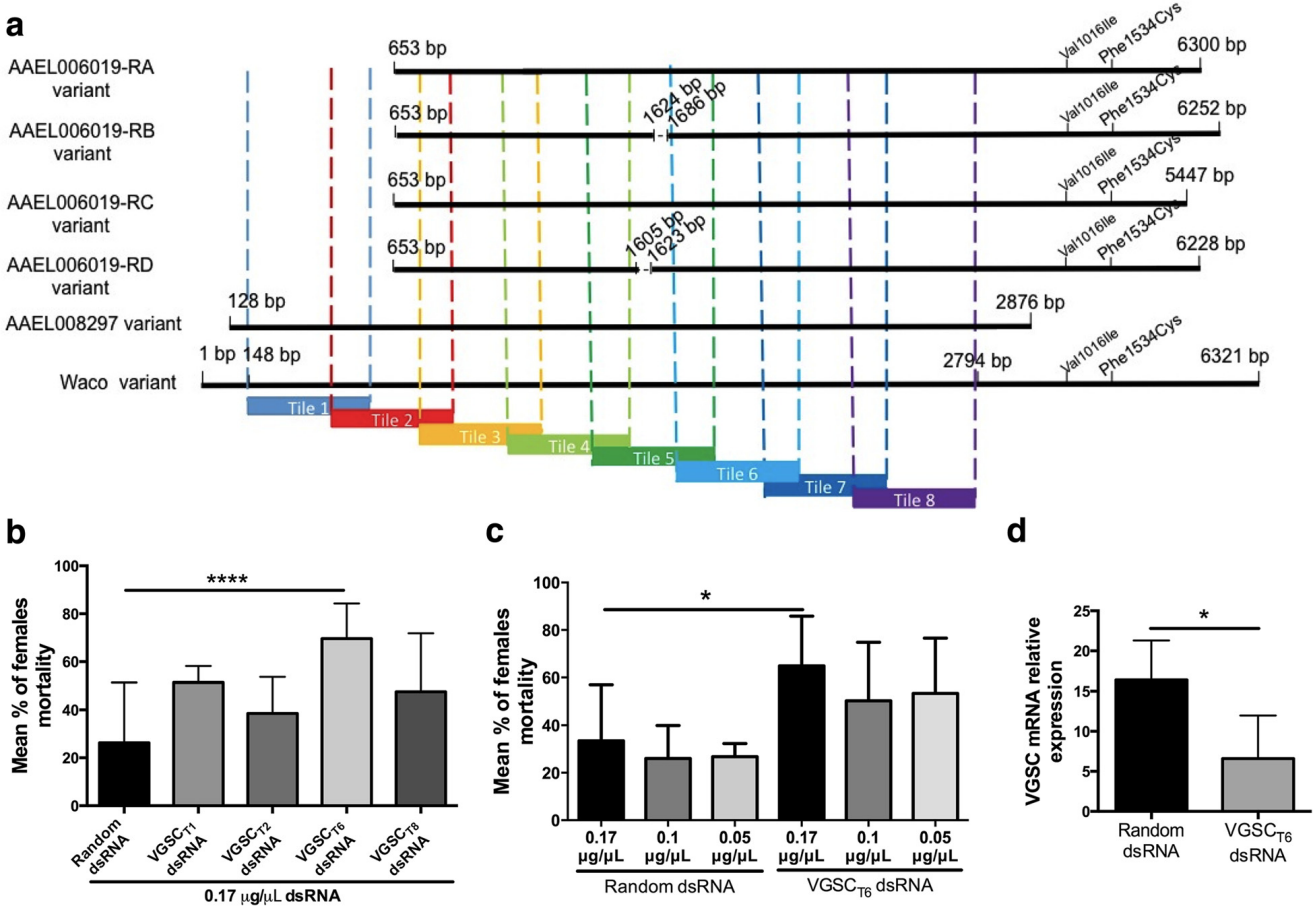
RNAi-effect optimization by refining the dsRNA constructs for the VGSC gene. **a** Schematic representation of 6 transcript variants of VGSC gene and the 8 overlapping dsRNA sequences used to silence the gene (Tile 1 to Tile 8). Deletion sites in variant RB and RD of variant AAEL006019 are indicated by a dotted line, as well as the position of mutation Val1016Ile and Phe1534Cys sites. **b** Mortality percentage of 5 day-old *Ae. aegypti* RJ adult females after 30 min exposure to deltamethrin. The adult females were treated at the 3rd larval stage by different dsRNA-VGSC tiles. Data show the mean ± standard deviation of three replicates from 3 independent experiments performed. Statistics: One-way Anova followed by Tukey’s multiple comparisons test. **c** Mortality percentage of 5 day-old *Ae. aegypti* RJ adult females after 30 min exposure to deltamethrin. The adult females were treated at the 3rd larval stage by three different concentrations of Random or VGSC_T6_ dsRNAs. Data are shown as the mean ± standard deviation of three replicates (2 independent experiments were performed). Statistics: One-way Anova followed by Tukey’s multiple comparisons test. **d** VGSC gene expression level was determined by qRT-PCR and performed on dsRNA-Random or dsRNA-VGSC_422_ treated and pyrethroid-affected *Ae. aegypti* RJ adults. Statistics: *t*-test *P < 0.05, ****P < 0.00001

As a clear biological effect resulting from the 3-fold lower concentration of dsRNA treatment was identified in T6, we showed that VGSC gene silencing was being induced. qRT-PCR analysis revealed a statistically significant 2.5 fold down regulation of the VGSC gene in adult mosquitoes treated with VGSC_T6_ dsRNA compared to Random dsRNA treated mosquitoes (Fig. 5d). With a refined RNAi trigger, we further investigated the VGSC_T6_ dsRNA effect at different adult ages with regards to pyrethroid sensitivity. Following larval VGSC_T6_ dsRNA application, significant and increasing pyrethroid susceptibility was detected in 7, 15 and 30 day-old adults. This cross-developmental RNAi effect was supported by stable VGSC gene knockdown (Fig. 6). Interestingly, in the absence of pyrethroid, the VGSC_T6_ dsRNA uptake did not affect vitality and behavior of treated larvae and adults from both Rock and RJ strains (Additional file 8). Hence, we conclude that the phenotypic impact of the VGSC_T6_ dsRNA is specific and sequence dependent.

**Fig. 6:**
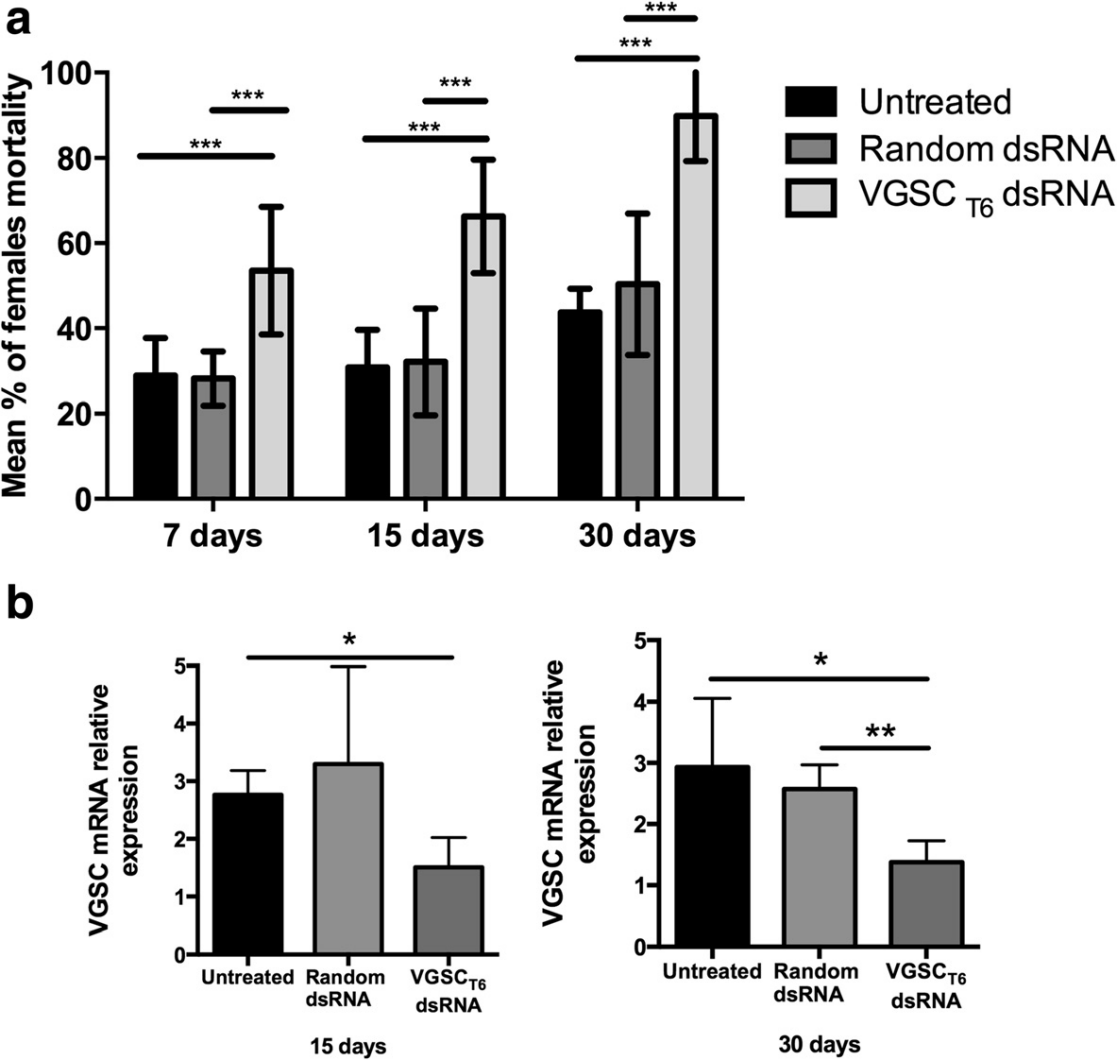
Soaking *Ae. aegypti* (RJ strain) larvae with dsRNA-VGSC_T6_ increases pyrethroid (deltamethrin) susceptibility in adult mosquitoes of different ages. **a** Mortality percentage of 7, 15 and 30 day-old adult *Ae. aegypti* females from the RJ strain after 30 min exposure to deltamethrin pyrethroid (5 μg/ml). Adults were soaked in 0.5 μg/μl dsRNA in their previous 3rd instar larvae stage. Data represent the mean ± standard deviation of four treatment replicates, and 3 independent experiments were performed. Statistics: One-way Anova followed by Tukey’s multiple comparison test. **b** Adult females (three biological replicates with 5 mosquitoes each) previously soaked (0.5 μg/μl) with VGSC_T6_ dsRNA, Random dsRNA or only water (untreated) were analyzed by qRT-PCR for VGSC mRNA expression levels. Statistics: One-way Anova followed by Tukey’s multiple comparisons test. *P < 0.05; **P < 0.01; ***P < 0.0005

## Discussion

The emergence and geographical expansion of pyrethroid resistant mosquito populations is a great concern to vector-borne disease control measures. In the present study we report on a gene silencing approach that restores pyrethroid susceptibility of resistant *Ae. aegypti* mosquitoes. Specific dsRNA application to larvae downregulated the corresponding sodium channel gene in both larval and adult stages. This sustainable larva-to-adult silencing was sufficient to significantly reduce pyrethroid insensitivity of adults, demonstrating that reversal of insecticide resistance is a promising approach for pest control.

Resistance to a pyrethroid insecticide could evolve through various mechanisms including reduced uptake (behavioral resistance), enhanced metabolic detoxification or via gene modification that affects the insecticide’s affinity to- or activity on its target site [12, 52]. Indeed, genotyping a wild resistant strain (RJ) revealed two mutations in the VGSC gene that have been associated with increased resistance to pyrethroids (Fig. 1b) [10, 18]. Although our RNAi screen also included detoxification components, P450 and PgP, a significant phenotypic effect was observed only with dsRNA that targets the VGSC. This does not exclude the involvement of metabolic detoxification in our wild pyrethroid resistant strain. However, it further supports that the presence of mutated VGSC is involved in pyrethroid resistance in our field population.

A few factors including genetic makeup (occurrence of wild type/mutated VGSC) and insecticide concentration might interpret our observations regarding pyrethroid resistance modulation. Mosquitoes expressing only wild type (WT) VGSC, or co-expressing WT and mutated VGSCs are susceptible when exposed to standard pyrethroid concentrations, indicating that the mutated allele has a recessive effect (reviewed in [42]). Consistently, in the absence of WT channels (i.e. mutated VGSC are exclusively expressed), resistance to pyrethroids is detected [18, 53]. This raises the question: how could RNAi targeting the modified VGSC restore pyrethroid susceptibility of resistant mosquitoes? We propose a model in which gene silencing shifts the VGSC: pyrethroid ratio. The consequence of this ratio alteration is higher local insecticide concentration per target site that eventually affects modified channel function. In this scenario the reduced activity or affinity of the pyrethroid to the modified VGSC is compensated by higher insecticide availability, leading to increased binding, which in turn leads to increased toxicity (Fig. 7). Further supporting this mode of action, pyrethroid-induced mortality of resistant RJ mosquitoes is elevated in a dose-dependent manner (Fig. 3a).

**Fig. 7:**
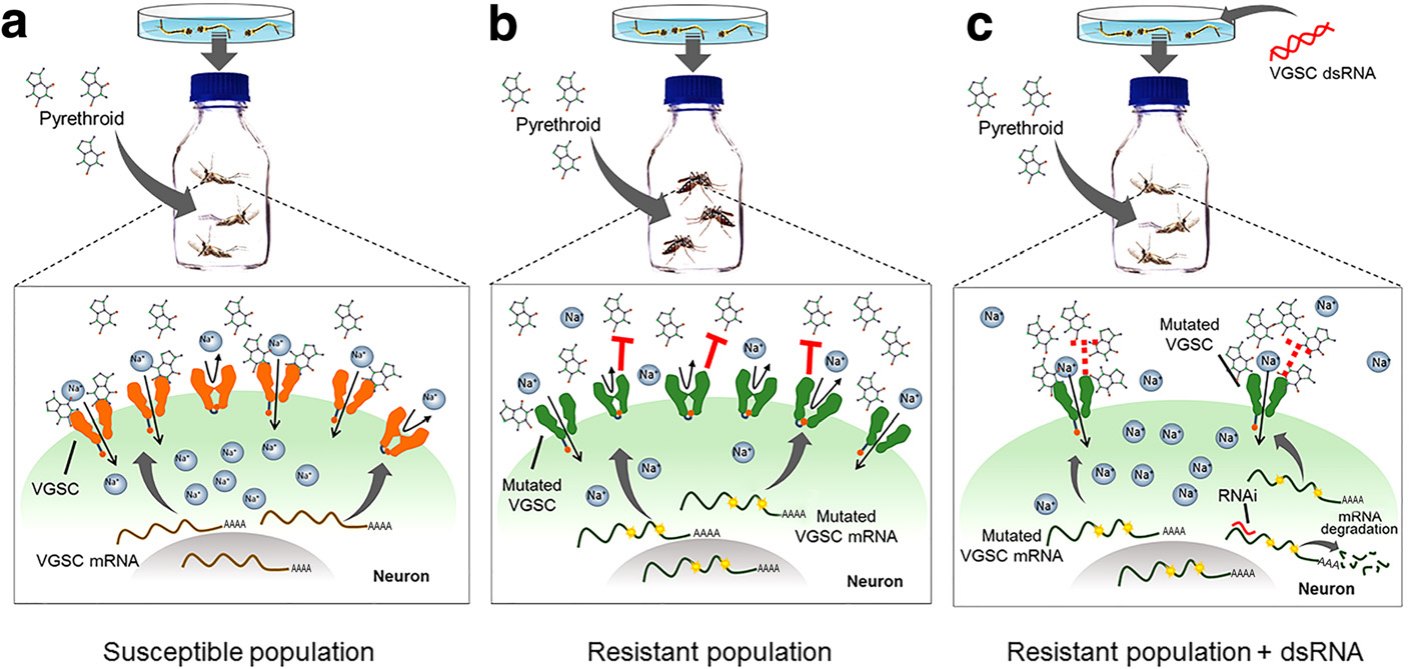
A proposed RNAi mode of action that impairs pyrethroid resistance. **a** Susceptible mosquitoes do not carry mutations that affect pyrethroid activity on the target VGSC (wild type VGSC in *orange*). The pyrethroid molecules bind to the VGSC and promote a constantly open state of the VGSC. This results in an increased influx of Na^+^ ions into the cell, causing repetitive impulses, exhaustion and eventually death. **b** Resistant mosquitoes carry mutated modified VGSC (mVGSC in *green*) with reduced interaction with pyrethroids (*red* colored “T”). Therefore, the toxic consequence of the insecticide is nullified when resistant mosquitoes are exposed to the pyrethroid concentration that effects the susceptible population. **c** RNAi decreases the mVGSC density and therefore the insecticide:target ratio is shifted when mosquitoes are exposed to pyrethroid concentrations that have no effect on resistant populations. This ratio alteration represents an increased pyrethroid molecule number per target. The elevated insecticide concentration makes up for its impaired interaction with the mVGSC target, leading to binding and the associated harmful effect (*red dotted* “T”)

It has been shown that enhanced detoxification activity is associated with increased expression of related metabolic components including the P450 enzymes [48, 54]. Interestingly, we detected enhanced VGSC expression in the resistant RJ strain compared to the sensitive Rock strain. Although such target expression variation might be irrelevant to pyrethroid susceptibility, it is tempting to propose a potential effect. At low pyrethroid concentrations, overexpression of the wild type VGSC might shift the toxin: target ratio, leaving enough pyrethroid-free channels to stabilize the sodium concentration within axonic cells. Alternatively, overexpression of VGSC could potentially compensate fitness costs derived from newly evolved structural modifications; hence, preserving housekeeping properties while acquiring new traits. Lastly, a cooperative interaction between highly expressed toxin chelating alleles and wild type functional alleles would be important when novel target gene modifications evolve. Nevertheless, in all scenarios, knockdown of VGSC is predicted to compromise pyrethroid insensitivity, as demonstrated by the RNAi experiments in this study.

The aim of this study was to provide a feasible RNAi solution that can be applied on wild pyrethroid resistant mosquito populations in the near future. To achieve this, high dsRNA efficacy at economic quantities is required. It is recognized that the sodium channel transcript variability governs its functional diversity including the emergence of insecticide resistance [55, 56]. Therefore, to maximize the RNAi effect we tiled a number of overlapping dsRNA constructs that together target about half of the VGSC transcript variants annotated in this work (Fig. 5a). Despite having only 45 % of the gene covered, following the I-score prediction of siRNA regions we were able to cover 15 out of 22 siRNA regions pointed out using the I-Score Designer software (Additional file 9). This strategy provided a refined dsRNA trigger (tile-6) that increased mortality with a three-fold decrease in dsRNA amounts compared to the primary VGSC dsRNA construct. Since tile-6 is not homologous to a unique VGSC sequence and not predicted to be enriched with high numbers of active siRNAs (Additional file 9), its relatively high potency is not well understood. We postulate that local secondary structure of target transcripts plays a role in dsRNA-derived siRNAs’ efficiency. It is acknowledged that in field applications dsRNA has to be packaged to preserve its stability, quantity and delivery. Further addressing such requirements, similar increased susceptibility to the adulticide effect occurred when dsRNA was complexed by a polyamine reagent (see Additional file 10), indicating that naked dsRNA is not crucial for efficient dsRNA delivery to *Ae. aegypti* larvae*.*

RNAi has been applied to modulate mosquito gene expression in vivo mostly in the adult stage. A few studies reported on environmental dsRNA uptake (soaking or ingestion) and systemic RNAi effect in the larval stage [35, 57]. Lately, Whyard et al. showed that treating larvae with dsRNA corresponding to testis-specific genes resulted in male sterility phenotype in adults [37]. However, it has not been established molecularly whether RNAi that is induced in the larval stage can persist until adulthood. Our findings demonstrate an active prolonged cross-developmental stage, gene silencing that is effective for at least 35 days post-dsRNA introduction. The detection of VGSC-specific siRNAs (Fig. 4) coupled with VGSC silencing in adults (treated with dsRNA-VGSC as larvae) (Fig. 2e and 3b) is evidence that a sufficient amount of dsRNA was taken up by the larva and that active RNAi was sustained into adulthood. Interestingly, dsRNA-mediated VGSC knockdown had no apparent deleterious effect on treated larvae and adults in the absence of the pyrethroid insecticide. This implies that the VGSC gene is not a suitable RNAi target to induce mortality in *Ae. aegypti* possibly due to insufficient knockdown levels*.*

In *Caenorhabditis elegans*, the dsRNA-triggered gene silencing is amplified by RNA-dependent RNA polymerases as evidenced by secondary siRNAs, and a mobile RNAi signal could systemically spread to the germ line, resulting in transgenerational gene silencing [58]. Our data indicated that despite the potency of the dsRNA treatment, no secondary amplification of the silencing signal occurred (Fig. 4). Moreover, our crossing experiments showed that dsRNA-mediated gene silencing is not passed on to the subsequent generation in *Ae. aegypti* (Fig. 8). This could be explained by the degradation over time of the dsRNA trigger due to the absence of RNA-dependent RNA polymerase activity in insects including mosquitoes [50, 51]. It is also consistent with the dose-dependent persistence over time of dsRNA previously reported in adult mosquitoes [36].

**Fig. 8:**
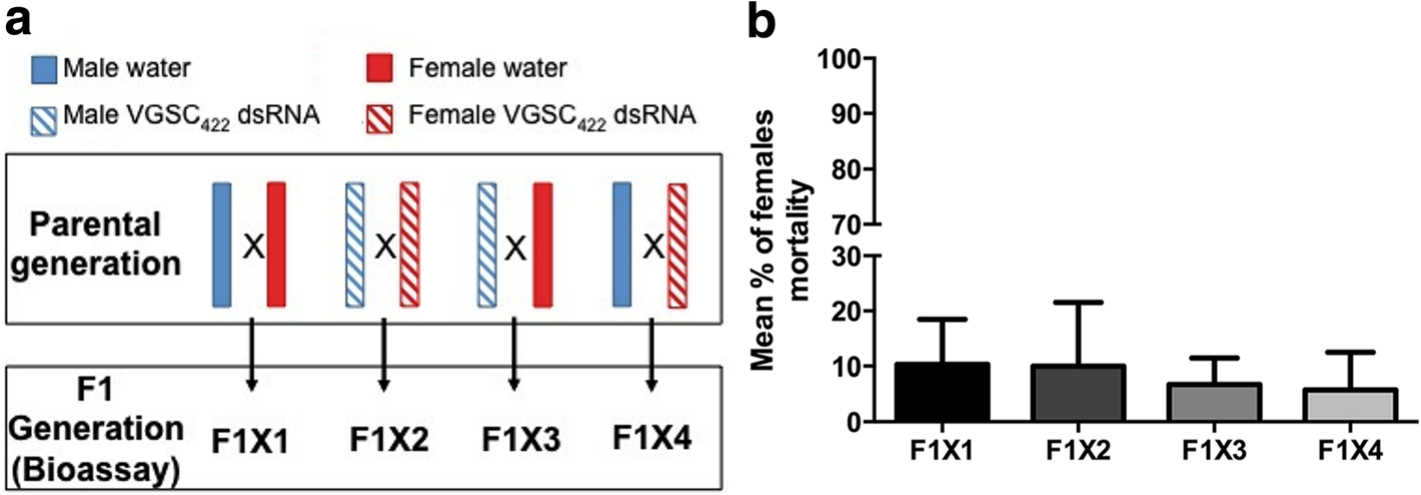
Effect of dsRNA-VGSC_422_ treatment in F0 on untreated F1 generation. Five day-old males and females previously soaked with dsRNA-VGSC_422_ or only water (F0; Parental Generation) were mated as represented in the scheme (left). The F1 generation resulting from indicated mating was subjected to a bioassay with 0.5 μg/ml of deltamethrin and the mortality is shown (right graph)

## Conclusions

In conclusion, this work has demonstrated a novel strategy for the control of pyrethroid insecticide-resistant, disease vectoring mosquitoes. We applied dsRNA to *Ae. aegypti* larvae and showed long-lasting gene silencing that affects adults. The RNAi system was directed to impair resistance to pyrethroids by knocking down the well-established pyrethroid target, the voltage-gated sodium channel. Solving the pyrethroid resistance problem is of great importance as pyrethroids are the only class of insecticide approved to treat bed-nets [52]. Moreover, the approach reported in this study has the potential to reduce the environmental use of chemicals with broad-spectrum insecticidal activity such as pyrethroids. It is proposed that the dsRNA-triggered long term RNAi could be applied into various complementary strategies to control mosquitoes at different developmental stages. Finally, it should be noted that based on the procedure reported herein, we are working on additional avenues to achieve disease vector control.

## Abbreviations

dsRNA, double-stranded RNA; IRS, indoor residual spraying; PgP, *P-glycoprotein* gene; RISC, RNA-induced silencing complex; RJ, Rio de Janeiro; RNAi, RNA interference; Rock, Rockefeller strain; RPM, reads per million; siRNAs, small interfering RNAs; VGSC, voltage-gate sodium channel; WT, wild type; μg, microgram

## Additional files

Additional file 1: Table showing the list of primers used in Real-time PCR (qPCR) and in dsRNA production. (PDF 197 kb) Additional file 2: Artificial random dsRNA sequence with no perfect homology greater than 19 bp with the *Ae. aegypti* genome (taxid: 7159). (PDF 34 kb) Additional file 3: Table showing the list of primers used to amplify sodium channel gene mutations in *Ae. aegypti*. (PDF 162 kb) Additional file 4: Table showing the frequency of the 1016 and 1534 mutations in the sodium channel gene of the Rio de Janeiro strain of *A. aegypti*. (PDF 86 kb) Additional file 5: Soaking *Ae. aegypti* larvae (RJ strain) with specific dsRNA results in P-glycoprotein and CYP9J26 gene silencing during the larval and/or adult stages. (A-C) Larvae were soaked in water (untreated) or in dsRNA corresponding to the (A) P-glycoprotein (PgP) and P450 enzymes (B) CYP9J26 and (C) CYP9J32. Gene expression levels were determined by qRT-PCR and performed on untreated or dsRNA-treated (0.5 μg/μl) *Ae. aegypti* RJ larvae. Data are shown as the mean ± standard deviation of four biological replicates. Statistics: One-way Anova, followed by Tukey’s multiple comparison test. (D-F) Larvae were soaked as described above, and grown to the adult stage. Individual females were then analyzed for gene expression as described above. Data are shown as the mean ± SD of 7 females, and the experiment was performed 3 times. Statistics: Multiple *t*-test. **P* < 0.01. (TIFF 141 kb) Additional file 6: Table showing the list of all the transcript variants of VGSC available in the literature. (PDF 168 kb) Additional file 7: Screening for dsRNA sequence targeting VGSC gene. Mortality percentage of *Ae. aegypti* RJ adult females after 30 min exposure to pyrethroid deltamethrin. The adult females were treated at the 3^rd^ larval stage by different dsRNA-VGSC tiles (0.17 μg/ul). The graph shows the mean ± standard deviation of three replicates. Statistics: One-way Anova, followed by Tukey’s multiple comparison test.* *P* < 0.01. (TIF 144 kb) Additional file 8: DsRNA-VGSC_T6_ application at the larval stage does not affect vitality and behavior of treated mosquitoes. (A-B) Percentage of immature mortality (larvae and/or pupae) after dsRNA treatment (dsRNA-Random or dsRNA-VGSC_T6_) in the Rockefeller strain (A) and Rio de Janeiro strain (B). Data are shown as the mean ± standard deviation of three treatment replicates from two independent experiments. (C-D) Sex ratio in the Rockefeller (C) and Rio de Janeiro (D) strains after dsRNA treatment with dsRNA-Random or dsRNA-VGSC_T6._ Data are shown as the mean ± standard deviation of three treatment replicates of two independent experiments. (E-F) Percentage of blood fed females in the Rockefeller (E) and Rio de Janeiro (F) strains after dsRNA treatment (dsRNA-Random or dsRNA-VGSC_T6_) in the larval stage. Data are shown as the mean ± standard deviation of three treatment replicates of two independent experiments. (G-H) Number of eggs per female in the Rockefeller (G) and Rio de Janeiro (H) strains after dsRNA treatment (dsRNA-Random or dsRNA-VGSC_T6_) in the larval stage. Data are shown as the mean ± standard deviation of three treatment replicates of two independent experiments. (I-J) Hatching rate in the Rockefeller (I) and Rio de Janeiro (J) strains after treatment with dsRNA-Random or dsRNA-VGSC_T6_ in the larval stage. Data are shown as the mean ± standard deviation of three treatment replicates of two independent experiments. (TIFF 297 kb) Additional file 9: Table showing the list and hotspot sequences for siRNA in VGSC gene, using the I-Score Designer software. (PDF 218 kb) Additional file 10: Alternative dsRNA delivery using solid food. Groups of 100 3^th^ instar-larvae from *Ae. aegypti* RJ strain were fed with three plugs of 300 μl each containing 300 μg of VGSC_422_ dsRNA complexed with PEI and dissolved in 2 % of pre-melted agarose and food solution. Then, larvae were reared until adult stage and exposed to 0.5 μg/ml of deltamethrin, as described in A. The percentage of mortality after 30 min is shown. Statistics: Two-way Anova, followed by Sidak’s multiple comparison test. **P* < 0.05.

# Supplementary material for: Larval application of sodium channel homologous dsRNA restores pyrethroid insecticide susceptibility in a resistant adult mosquito population
**Source:** Parasit Vectors. 2016 Jul 14;9:397. doi: 10.1186/s13071-016-1634-y
**Supplement:** Additional file 1: — Table showing the list of primers used in Real-time PCR (qPCR) and in dsRNA production.

Additional file 1 - Table. List of primers used in Real-time PCR (qPCR) and in dsRNA production

| Gene                            | Primer Sequence (5'-3')*                                                                                                                  | Position in the gene | Application      | Access number                |
|---------------------------------|-------------------------------------------------------------------------------------------------------------------------------------------|----------------------|------------------|------------------------------|
| <b>Tubulin</b>                  | <i>Forward:</i> CTGCCACCTTCATCGGTAAC<br><i>Reverse:</i> TGTTCGGAGATACGCTTGAAC                                                             | -                    | qPCR             | XM_001655975.1               |
| <b>Sodium channel (VGSC)</b>    | <i>Forward:</i> CGGAGGCGTTCAATCGGATA<br><i>Reverse:</i> TGGACATACCCCTTTGCCTG                                                              | -                    | qPCR             | KC107440.1                   |
| <b>VGSC Tile 1</b>              | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>ACTGGTTTTGGTCGGAAGAA<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>TGAAAACAGTGGATGTACTAAAATAT  | 148-465              | dsRNA production | KC107440.1                   |
| <b>VGSC Tile 2</b>              | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>ATCCTATACGTCGCGTAGCT<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>ACATTGTTAAAATTATCACATC      | 416-837              | dsRNA production | KC107440.1                   |
| <b>VGSC Tile 3</b>              | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>TCATAGAGTCCGTTAAGAATCTC<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>AGACGAAAGGCAGATAAGAATG   | 788-1145             | dsRNA production | KC107440.1                   |
| <b>VGSC Tile 4</b>              | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>TATACAAGTTTCGATACTTTCGGA<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>TGCCCTTCTCCTGGTTCAC     | 1096-1495            | dsRNA production | KC107440.1                   |
| <b>VGSC Tile 5</b>              | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>GGACTTTTCCTGCCACAGCT<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>GATGATTGCACCATTTTCCTC       | 1446-1782            | dsRNA production | KC107440.1                   |
| <b>VGSC Tile 6</b>              | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>ATGACTCGAACGCGGTCAC<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>ATATCGTTTAACACCATCACGT       | 1733-2132            | dsRNA production | KC107440.1                   |
| <b>VGSC Tile 7</b>              | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>CAAACACAAACCGTAGTAGATATG<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>TCGCAATCAGCTTCATCGTT    | 2083-2506            | dsRNA production | KC107440.1                   |
| <b>VGSC Tile 8</b>              | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>TTTTTTCACGGCGACCTTCG<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>CGATG TAGTTCTTGCCGAACA      | 2457-2794            | dsRNA production | KC107440.1                   |
| <b>Cytchrome p450 (CYP9J26)</b> | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>CTTCAACGACTTCGTCCGATCA<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>GTCCACCTTGATTCCAAAAGCACAC | -                    | dsRNA production | JF924909.1<br>XM_001649047.2 |
| <b>Cytchrome p450 (CYP9J32)</b> | <i>Forward:</i> TAATACGACTCACTATAGGGAGA<br>TTCAACGATTTTCATCCAGACCA<br><i>Reverse:</i> TAATACGACTCACTATAGGGAGA<br>GTAATCCACGTAGCCCCGATTC   | -                    | dsRNA production | XM_001653404.2               |

\*The first 23 nucleotides in 5' position of all primers used in dsRNA production refers to T7 promoter sequence.

# Supplementary material for: Larval application of sodium channel homologous dsRNA restores pyrethroid insecticide susceptibility in a resistant adult mosquito population
**Source:** Parasit Vectors. 2016 Jul 14;9:397. doi: 10.1186/s13071-016-1634-y
**Supplement:** Additional file 2: — Artificial random dsRNA sequence with no perfect homology greater than 19 bp with the Ae. aegypti genome (taxid: 7159).

Additional file 8 – Artificial random dsRNA sequence (5' → 3')

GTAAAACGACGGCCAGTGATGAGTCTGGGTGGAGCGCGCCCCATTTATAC  
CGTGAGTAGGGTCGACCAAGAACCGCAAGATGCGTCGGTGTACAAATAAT  
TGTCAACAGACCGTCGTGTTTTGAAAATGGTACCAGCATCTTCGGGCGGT  
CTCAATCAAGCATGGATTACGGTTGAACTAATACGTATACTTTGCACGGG  
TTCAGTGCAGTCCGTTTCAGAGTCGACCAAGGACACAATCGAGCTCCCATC  
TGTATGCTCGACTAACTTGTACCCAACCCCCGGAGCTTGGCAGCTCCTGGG  
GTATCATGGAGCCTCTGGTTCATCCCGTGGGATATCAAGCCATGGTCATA  
GCTGTT

# Supplementary material for: Larval application of sodium channel homologous dsRNA restores pyrethroid insecticide susceptibility in a resistant adult mosquito population
**Source:** Parasit Vectors. 2016 Jul 14;9:397. doi: 10.1186/s13071-016-1634-y
**Supplement:** Additional file 3: — Table showing the list of primers used to amplify sodium channel gene mutations in Ae. aegypti.

Additional file 2 - Table. Primers used to amplify sodium channel gene mutations in *Ae. aegypti*

| <b>Mutation</b> | <b>Primer</b>   | <b>Primer Sequence (5'-3')</b> |
|-----------------|-----------------|--------------------------------|
| <b>1016</b>     | Val+ Forward    | ##ACAAATTGTTTCCCACCCGCACCGG    |
|                 | Ile Forward     | #ACAAATTGTTTCCCACCCGCACTGA     |
|                 | 1016 Reverse    | GGATGAACCGAAATTGGACAAAAGC      |
| <b>1534</b>     | Phe Forward     | #TCTACTTTGTGTTCTTCATCATATT     |
|                 | Cys Forward     | ##TCTACTTTGTGTTCTTCATCATGTG    |
|                 | 1534 Reverse    | TCTGCTCGTTGAAGTTGTCTGAT        |
|                 | ##long 5'-tail  | GCGGGCAGGGCGGGCGGGGGCGGGGCC    |
|                 | #short 5'- tail | GCGGGC                         |

# Supplementary material for: Larval application of sodium channel homologous dsRNA restores pyrethroid insecticide susceptibility in a resistant adult mosquito population
**Source:** Parasit Vectors. 2016 Jul 14;9:397. doi: 10.1186/s13071-016-1634-y
**Supplement:** Additional file 4: — Table showing the frequency of the 1016 and 1534 mutations in the sodium channel gene of the Rio de Janeiro strain of A. aegypti.

Additional file 3. Table. Frequency of the 1016 and 1534 mutations in the sodium channel gene of the Rio de Janeiro strain of *A. aegypti*

| <b>Genotype Frequency</b> |                       |      |                       |      |
|---------------------------|-----------------------|------|-----------------------|------|
| <b>Phenotype</b>          | <b>Mutation #1016</b> |      | <b>Mutation #1534</b> |      |
| Susceptible               | Val/Val               | 0.31 | Phe/Phe               | 0.05 |
|                           | Val/Ile               | 0.20 | Phe/Cys               | 0.35 |
| Resistant                 | Ile/Ile               | 0.49 | Cys/Cys               | 0.60 |
| <b>Allelic Frequency</b>  |                       |      |                       |      |
| Wild                      | Val                   | 0.41 | Phe                   | 0.23 |
| Mutant                    | Ile                   | 0.59 | Cys                   | 0.77 |

# Supplementary material for: Larval application of sodium channel homologous dsRNA restores pyrethroid insecticide susceptibility in a resistant adult mosquito population
**Source:** Parasit Vectors. 2016 Jul 14;9:397. doi: 10.1186/s13071-016-1634-y
**Supplement:** Additional file 6: — Table showing the list of all the transcript variants of VGSC available in the literature.

## Sodium channel gene variants

| length | exon#   | KC107440 <br>Waco | AY663378 <br>clone_AEL2 | AY663377 c<br>lone_AER2 | EU792890 c<br>lone_PN3 | EU784647 c<br>lone_PN9 | AY663385.1<br> partial | EU399180 <br>NS | EU399179 <br>Bora | AAEL006019<br>RD | AAEL006019<br>RA | AAEL006019<br>RB | AAEL006019-RC | XM_001649<br>431.1 AAEL<br>004612-RA | AAEL008297<br>-RA | EU399181 P<br>er-R | AB909019 SMK | XM_001663390.1 <br>AAEL013277-RA        |
|--------|---------|-------------------|-------------------------|-------------------------|------------------------|------------------------|------------------------|-----------------|-------------------|------------------|------------------|------------------|---------------|--------------------------------------|-------------------|--------------------|--------------|-----------------------------------------|
| 147    | 1       | 1-127             | -                       | -                       | -                      | -                      | -                      | 1-147           | 1-147             | -                | -                | -                | -             | 1-127                                | -                 | 1-147              | 1-127        |                                         |
| 33     | 2(j)    | 128-160           | -                       | -                       | -                      | -                      | -                      | 148-180         | 148-180           | -                | -                | -                | -             | 128-160                              | 1-13              | 148-180            | 128-160      |                                         |
| 156    | 3       | 161-317           | -                       | -                       | 1-56                   | 1-56                   | 1-128                  | 181-337         | 181-337           | -                | -                | -                | -             | 161-317                              | 14-170            | 181-337            | 161-317      |                                         |
| 206    | 4       | 318-523           | -                       | -                       | 57-262                 | 57-262                 | 129-334                | 338-543         | 338-543           | -                | -                | -                | -             | 318-346                              | 171-376           | 338-543            | 318-523      |                                         |
| 129    | 5       | 524-652           | -                       | -                       | 263-391                | 263-391                | 335-463                | 544-672         | 544-672           | -                | -                | -                | -             | -                                    | 377-505           | 544-672            | 524-652      |                                         |
| 92     | 6       | 653-744           | -                       | -                       | 392-483                | 392-483                | 464-555                | 673-764         | 673-764           | 1-73             | 1-73             | 1-73             | 1-73          | -                                    | 506-597           | 673-764            | 653-744      |                                         |
| 213    | 7       | 745-957           | -                       | -                       | 484-696                | 484-696                | 556-768                | 765-977         | 765-977           | 74-286           | 74-286           | 74-286           | 74-286        | -                                    | 598-810           | 765-977            | 745-957      |                                         |
| 61     | 8       | 958-1018          | -                       | -                       | 697-757                | 697-757                | 769-829                | 978-1038        | 978-1038          | 287-347          | 287-347          | 287-347          | 287-347       | -                                    | 811-917           | 978-1038           | 958-1018     |                                         |
| 145    | 9       | 1019-1163         | 1-17                    | -                       | 758-902                | 758-902                | 830-974                | 1039-1183       | 1039-1183         | 348-492          | 348-492          | 348-492          | 348-492       | -                                    | 918-1058          | 1039-1183          | 1019-1163    |                                         |
| 165    | 10      | 1164-1328         | 18-182                  | -                       | 903-1067               | 903-1067               | 975-1139               | 1184-1348       | 1184-1348         | 493-657          | 493-657          | 493-657          | 493-657       | -                                    | 1059-1223         | 1184-1348          | 1164-1328    |                                         |
| 276    | 11_i    | 1329-1604         | 183-458                 | -                       | 1068-1343              | 1068-1343              | 1140-1415              | 1349-1624       | 1349-1624         | 658-876          | 658-933          | 658-933          | 658-933       | -                                    | 1224-1499         | 1349-1624          | 1329-1604    |                                         |
| 21     | 12(n)   | 1605-1623         | 459-478                 | -                       | 1344-1363              | 1344-1363              | 1416-1435              | 1625-1644       | 1625-1644         | -                | 934-954          | 934-952          | 934-953       | -                                    | 1500-1519         | 1625-1645          | 1605-1624    |                                         |
| 63     | 13(a)   | -                 | 479-521                 | -                       | 1364-1406              | 1364-1406              | 1436-1478              | 1645-1687       | 1645-1687         | 877-921          | 955-1017         | -                | 954-996       | -                                    | 1520-1562         | 1646-1708          | 1625-1667    |                                         |
| 184    | 14_m_14 | 1624-1788         | 522-705                 | -                       | 1407-1590              | 1407-1590              | 1479-1662              | 1688-1871       | 1688-1871         | 922-1087         | 1018-1183        | 953-1117         | 997-1180      | -                                    | 1563-1746         | 1709-1892          | 1668-1851    |                                         |
| 203    | 15      | 1789-1991         | 706-908                 | -                       | 1591-1793              | 1591-1793              | 1663-1865              | 1872-2074       | 1872-2074         | 1088-1272        | 1184-1368        | 1118-1320        | 1181-1383     | -                                    | 1747-1949         | 1893-2095          | 1852-2054    |                                         |
| 100    | 16      | 1992-2091         | 909-1008                | -                       | 1794-1893              | 1794-1893              | 1866-1965              | 2075-2174       | 2075-2174         | 1273-1372        | 1369-1468        | 1321-1420        | 1384-1483     | -                                    | 1950-2049         | 2096-2195          | 2055-2154    |                                         |
| 69     | 17_b_17 | 2092-2160         | 1009-1077               | -                       | 1894-1962              | 1894-1962              | 1966-2034              | 2175-2243       | 2175-2243         | 1373-1441        | 1469-1537        | 1421-1489        | 1484-1552     | -                                    | 2050-2118         | 2196-2264          | 2155-2223    |                                         |
| 278    | 18      | 2161-2438         | 1078-1331               | -                       | 1963-2216              | 1963-2240              | 2035-2312              | 2244-2521       | 2244-2521         | 1442-1719        | 1538-1791        | 1490-1743        | 1553-1830     | -                                    | 2119-2372         | 2265-2542          | 2224-2477    |                                         |
| 174    | 19      | 2439-2612         | 1332-1505               | -                       | 2217-2390              | 2241-2414              | 2313-2486              | 2522-2695       | 2522-2695         | 1720-1893        | 1792-1965        | 1744-1917        | 1831-2004     | -                                    | 2373-2546         | 2543-2716          | 2478-2651    | 421-437 (106-122)                       |
| 163    | 20(d)   | 2613-2775         | 1506-1590               | -                       | 2391-2553              | 2415-2577              | 2487-2649              | 2696-2858       | 2696-2858         | 1894-2056        | 1996-2128        | 1918-2080        | 2005-2167     | -                                    | 2547-2709         | 2717-2879          | 2652-2814    | 592-614 (92-114)                        |
| 188    | 21      | 2776-2963         | -                       | 1-119                   | 2554-2741              | 2578-2765              | 2650-2837              | 2859-3046       | 2859-3046         | 2057-2244        | 2129-2316        | 2081-2268        | 2168-2355     | -                                    | 2710-2748         | 2880-3067          | 2815-3002    | 763-802 (106-145)                       |
| 247    | 22_e    | 2964-3191         | -                       | 120-342                 | 2742-2968              | 2766-3012              | 2838-3065              | 3047-3293       | 3047-3293         | 2245-2471        | 2317-2539        | 2269-2495        | 2356-2583     | -                                    | -                 | 3068-3314          | 3003-3229    |                                         |
| 212    | f_f_23  | 3192-3383         | -                       | 343-509                 | 2969-3131              | 3013-3194              | 3066-3257              | 3294-3505       | 3294-3505         | 2472-2634        | 2540-2706        | 2496-2658        | 2584-2775     | -                                    | -                 | 3315-3526          | 3230-3392    |                                         |
| 220    | h_24    | 3384-3603         | -                       | 510-651                 | 3132-3273              | 3195-3414              | 3258-3477              | 3506-3725       | 3506-3725         | 2635-2776        | 2707-2848        | 2659-2800        | 2776-2995     | -                                    | -                 | 3527-3746          | 3393-3612    |                                         |
| 266    | 25      | 3604-3869         | -                       | 652-917                 | 3274-3539              | 3415-3680              | 3478-3743              | 3726-3991       | 3726-3991         | 2777-3042        | 2849-3114        | 2801-3066        | 2996-3261     | -                                    | -                 | 3747-4012          | 3613-3878    |                                         |
| 174    | 26      | 3870-4043         | -                       | 918-1091                | 3540-3713              | 3681-3854              | 3744-3917              | 3992-4165       | 3992-4165         | 3043-3216        | 3115-3288        | 3067-3240        | 3262-3435     | -                                    | -                 | 4013 - 4186        | 3879-4052    |                                         |
| 123    | 27(l)   | 4044-4166         | -                       | 1092-1214               | 3714-3836              | 3855-3977              | 3918-4040              | 4166-4288       | 4166-4288         | 3217-3339        | 3289-3411        | 3241-3363        | 3436-3558     | -                                    | -                 | 4187-4309          | 4053-4175    |                                         |
| 123    | 28      | 4167-4289         | -                       | 1215-1337               | 3837-3959              | 3978-4100              | 4041-4163              | 4289-4411       | 4289-4411         | 3340-3462        | 3412-3534        | 3364-3486        | 3559-3681     | -                                    | -                 | 4310-4432          | 4176-4298    |                                         |
| 195    | 29      | 4290-4484         | -                       | 1338-1532               | 3960-4154              | 4101-4295              | 4164-4358              | 4412-4606       | 4412-4606         | 3463-3657        | 3535-3729        | 3487-3681        | 3682-3876     | -                                    | -                 | 4433-4627          | 4299-4493    | 1792-1802 (130-140)                     |
| 246    | 30      | 4485-4730         | -                       | 1533-1728               | 4155-4400              | 4296-4541              | 4359-4604              | 4607-4852       | 4607-4852         | 3658-3903        | 3730-3975        | 3682-3927        | 3877-4122     | -                                    | -                 | 4628-4873          | 4494-4739    | 1931-2010 (63-142), 2018-2028 (206-216) |
| 271    | 31      | 4731-5001         | -                       | -                       | 4401-4671              | 4542-4812              | 4605-4875              | 4853-5123       | 4853-5123         | 3904-4174        | 3976-4246        | 3928-4198        | 4123-4393     | -                                    | -                 | 4874-5144          | 4740-5010    | 2338-2354 (232-248)                     |
| 305    | 32      | 5002-5306         | -                       | -                       | 4672-4976              | 4813-5117              | 4876-5180              | 5124-5428       | 5124-5428         | 4175-4479        | 4247-4551        | 4199-4503        | 4394-4698     | -                                    | -                 | 5145-5449          | 5011-5315    | 2563-2573 (186-196)                     |
| >993   | 33      | 5307-6321         | -                       | -                       | 4977-5991              | 5118-6132              | 5181-6317              | 5429-6554       | 5429-6554         | 4480-5575        | 4552-5647        | 4504-5599        | 4699-4794     | -                                    | -                 | 5450-6580          | 5316-6330    | 2722-2733 (40-51), 2875-2897 (193-215)  |

How the deposited data were processed for this re-analysis (not part of the article)

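Small RNA was sequenced from whole adult females of the RJ strain, 1 library from a pool of 5 mosquitoes for each of 2 treatments (VGSC_422_ dsRNA and Random dsRNA). The authors trimmed the adapters with cutadapt, discarded untrimmed reads, aligned the rest with STAR to the Broad Institute assembly with no introns and at least 16 matched bases, and kept reads mapped uniquely to the VGSC gene. With coverageBed the authors then obtained the deposited read counts for each position and strand of the VGSC mRNA. The deposited RPM values are these counts per 1000000 uniquely mapped reads of the library. On the reverse strand the authors wrote RPM with a minus sign, and these signed scores were used here without it. A further deposited file holds read counts by length, for the VGSC_422_ library only.

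The libraries had 8152764 (VGSC_422_) and 8118162 (Random) uniquely mapped reads, so 1 read corresponds to 0.123 RPM, and 3 reads, 0.368 and 0.370 RPM, were taken as the smallest detectable value. The coverage of the region was identical in the file of the region and in that of the whole mRNA.

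From these values were computed the ratio between the libraries at each position and strand (main setting: at least 10 RPM in the VGSC_422_ library and more than 0 in the Random library), the ratio of the sums over the region, the number of positions at or above 10 RPM, the share of signal outside the region, the antisense share, the share of 22-nt reads and the correlation of the position profiles. Ratios have exact Clopper-Pearson 95% intervals, and shares have Wilson intervals. Where an interval needed reads and only coverage was given, the summed coverage was divided by 22. Intervals of correlations come from 10000 bootstrap draws of stretches of 22 positions. All intervals cover counting error only. With 1 library per treatment, no test across treatments was made. The positions named are the highest inside and outside the region for each library and strand and the position of the largest ratio, a rule set before the data were examined, with VGSC as the only gene, and blocks of coverage outside the region are named as well.

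Primer positions, the Random dsRNA sequence and exon positions were read from Additional files 1, 2 and 6. The ratio and its interval were tested on simulated data with a 16-fold difference at each of 422 positions, where the median of 100 simulations was 16.0-fold and 97 of the 100 intervals held the simulated value. The simulated reads were 22 nt long, the length by which the coverage is divided. The simulations therefore check the calculation, and not how the interval behaves with reads of other lengths. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. A search of the Random dsRNA against the whole genome, and the bioassay, qPCR and QuantiGene experiments, were not analysed here.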

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

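The correlation of the profiles was planned before the data were examined, and all other tests in this part were chosen after the result had been seen. With 1 library per treatment and no untreated library analysed here, none of these patterns can be assigned to the treatment.

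The library of Random dsRNA-treated mosquitoes had signal inside the region homologous to the VGSC_422_ dsRNA, up to 2.34 RPM (19 reads) on each strand. This was above the 0.370 RPM taken as its smallest detectable value. Fig. 4a draws this signal, and the paper's text does not discuss it. The Random dsRNA shares at most 10 nt with the VGSC mRNA, fewer than the 16 aligned bases required of a read. Fragments of the mRNA itself would be spread along it and lie on the sense strand, but antisense coverage per position was 101 times as high inside the region as outside. The profile along the region resembled that of the VGSC_422_ library (Pearson r = 0.819 over stretches of 22 positions, which are not independent replicates). These values are consistent with material of the VGSC_422_ dsRNA being present in both libraries, from exposure of the mosquitoes, from handling of the RNA or from misassigned reads. Carry-over in a fixed proportion to the VGSC_422_ library would give 1 ratio along the region, but the ratio was 1.83 (95% interval 1.01 to 3.27) over the first 50 positions and 18.2 (95% interval 15.1 to 21.9) over the rest. A fixed proportion therefore leaves the start of the region unexplained, and the stage at which such material entered was not tested.

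Directly before the region, position 415 had 2.58 RPM on the reverse strand of the VGSC_422_ library and 1.23 RPM in the Random library, the highest values outside the region in each. The T7 leader of the dsRNA ends with the base found at position 415 and matches no base before it, so reads from the end of the dsRNA could cover exactly this 1 position. An offset of 1 base in the coverage could also give this signal. Such an offset would also leave the last base of an exon without reads, which was the case in all 9 exons with reads just before it, and the T7 leader would not do so. The values do not tell an offset alone apart from the T7 leader together with exons whose last base was not counted.

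Away from that edge, the Random library had signal up to 0.493 RPM (4 reads) outside the region, mostly sense. Its sense coverage lay at 33 places along the mRNA, against 1 such place in the VGSC_422_ library. Of these, only the place at positions 5593 to 5622 of the Random library reached the 3 reads taken as detectable. Over all positions outside the region, sense coverage in the VGSC_422_ library was 0.0143 times that in the Random library. This includes position 415, which held 7 of the summed sense coverage of 18 in the VGSC_422_ library. Library depth was nearly equal, with a ratio of 1.00 between the libraries. Long reads alone do not account for the excess, since 17 of the sense blocks of the Random library, and 1 in the VGSC_422_ library, were at most 28 positions long. Less VGSC mRNA after silencing, a hypothesis that follows from the treatment, may contribute to the ratio of 0.0143, but other genes were not analysed here, so it cannot be told apart from a difference in RNA degradation between the pools. The size of knockdown in adults given in the paper's text, for the Tile 6 dsRNA, is far smaller than this ratio, so silencing of that size would leave most of it unexplained.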

How the results depend on the processing

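Of the 30 changes of a setting tried for the main results, 8 moved the value beyond its limit. The limit was the 95% interval or, for counts of positions, which have no error, 1.5 times the main count. Outside the region the main count was 0, so there any position at all counted as a move. The cause of the 8 moves was not tested, although some follow from the setting itself, as stated below. Of the others, 3 could hardly move a value and show no stability, namely unnormalized reads for both ratios, because the depths are nearly equal, and lengths of 19 to 28 nt, which are all the lengths in the file. The largest ratio at 1 position stayed within the 95% interval of its main value of 93.6 (16.4 to 3736) under every alternative tried, but that interval is so wide that this shows little stability. It was 21.3 with the highest values of the libraries compared and 113 with the strands summed. With sliding windows of 22 positions it was 45.6 where the window mean had to reach 10 RPM and 345 without that minimum. The version without the minimum, the minimum of 10 reads in the Random library (27.3-fold) and the region without its first 50 positions were added after seeing the data.

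The summed increase over the region, 15.9-fold, was 10.5-fold over positions below 10 RPM in the VGSC_422_ library, a limit on the numerator that lowers the ratio by design. The antisense share of 50.8% became 48.0% at positions of at least 10 RPM. The 255 expressed positions inside the region, both strands counted, became 546 at 1 RPM and 769 with any value above 0. Outside the region the count of 0 in the VGSC_422_ library became 1 at 1 RPM, and 48 both at 0.1 RPM and with any value above 0, because 1 read exceeds 0.1 RPM. The share of 22-nt reads rose from 46.5% to 60.1% among lengths of 20 to 24 nt, where leaving out other lengths raises the share by design. The correlation of the profiles, 0.824 (bootstrap 95% interval 0.670 to 0.908), stayed in its interval under the 3 alternatives. For the Random library taken alone, 7 of 10 values changed by more than the same limits. Its main counts of positions were 0 inside and outside the region, so there too any position counted as a change.

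The search of the Random dsRNA against the genome was not run, and only the VGSC mRNA was searched. No position of the Random library inside the region reached 10 RPM, so its antisense share has no value under that limit. No paired analysis was possible because each treatment has 1 library. Depth limits the precision of the ratios, since 92 of the 141 expressed reverse-strand positions had fewer than 10 reads in the Random library.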

Differences from the paper's values

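The paper's largest increase is 50.6-fold, and the largest ratio found here was 93.6-fold. Among the alternatives set before the data were examined, sliding windows of 22 positions gave 45.6-fold, within 1.5 times the paper's value. That setting keeps the 10 RPM minimum, applied to window means, a reading of the plan made after seeing the data, and without the minimum the windows gave 345-fold. The other alternatives set beforehand did not come within 1.5 times the paper's value, with 93.6-fold without the 10 RPM minimum, 77.7-fold with a pseudocount worth 1 read, 113-fold with the strands summed, 21.3-fold between the highest values and 94.0-fold with unnormalized reads. Taken alone, the forward strand gave 41.8-fold in the main setting and 52.8-fold without the 10 RPM minimum. No setting that was run gave 50.6.

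The paper describes the increase as at the 3′ position of both RNA strands, at the site homologous to the dsRNA. Whether this wording names a place on the mRNA is not clear. The region lies at positions 416 to 837 of 6321, in the 5′ part of the mRNA as numbered in the files. The paper reports no siRNAs outside the region. Under its 10 RPM limit the count was also 0 here, and with any value above 0 it was 48 in the VGSC_422_ library and 1133 in the Random library. The paper describes the size distribution as that of small RNAs inside the region, while the file holds 6249562 reads and the coverage of the region sums to 50043.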

Other observations

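All tests in this part were chosen after the result had been seen. They concern how the values were made, and no biological explanation was tested for them.

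The size distribution holds 125 times as many reads as the region would hold if each read covered only 1 of its positions, and fewer than the uniquely mapped reads of the library. This is consistent with a count over the whole VGSC_422_ library instead of the region.

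An attempt to read the length of the small RNAs in the region from its coverage did not lead to the lengths of the size distribution. Rises and falls of coverage correlated most at a distance of 19 positions on the forward strand and 27 on the reverse strand, with r = 0.52 and 0.38. These maxima were not sharp. On the forward strand r was 0.51 at 21 and 0.45 at 22. On the reverse strand it was 0.33 at 24 and 0.18 at 22. With the positions of 0 coverage kept, the distances were 20 and 36. Simulated reads with the lengths of the size distribution, cut at the exon ends, gave 22 in 100 of 100 simulations on each strand. With the positions of 0 coverage kept, they did so in 29 of 100 on the forward and in 100 of 100 on the reverse strand. With these positions left out, the lengths of the size distribution, drawn independently of where reads start, therefore did not give the observed distances. With them kept, the forward strand does not bear on this. Whether the lengths in the region differ, or whether lengths go with start positions, was not tested.

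Inside the region 7 positions had no reads in either library. Of these, 4 are its last positions, 834 to 837, beyond the end of all coverage. The other 3, positions 542, 671 and 763, lie between covered positions and are the last bases of exons 4, 5 and 6, with exon ends placed by the switch between supercontigs. These are the 3 exon ends inside the region, and the position missing from the files, 1037, is the last base of exon 8. Coordinates at exon ends are a candidate explanation, in which the last base of each exon was not counted or the coverage is offset by 1 base. Outside the region, coordinates at exon ends show the same pattern, since 7 of the 44 blocks of coverage ended 1 position before the last base of an exon, and none ended at the 6 other distances tried.

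The largest ratio may owe its size to sampling. In 100 simulations with reads of 22 nt and a single 16-fold difference over the whole region, the largest ratio had a median of 52.8 and ranged from 28.7 to 139, and 22 of the simulations reached at least the observed 93.6. A maximum over positions is therefore expected to lie well above the ratio of the whole region when the Random library has few reads. The simulated ratio was the same at all 422 positions. The observed ratio was 1.83 over the first 50 positions and 18.2 over the rest, so the count of 22 is only a rough guide.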
